# The AP-1 Transcription Factor c-Jun Prevents Stress-Imposed Maladaptive Remodeling of the Heart

**DOI:** 10.1371/journal.pone.0073294

**Published:** 2013-09-10

**Authors:** Renata Windak, Julius Müller, Allison Felley, Alexander Akhmedov, Erwin F. Wagner, Thierry Pedrazzini, Grzegorz Sumara, Romeo Ricci

## Abstract

Systemic hypertension increases cardiac workload and subsequently induces signaling networks in heart that underlie myocyte growth (hypertrophic response) through expansion of sarcomeres with the aim to increase contractility. However, conditions of increased workload can induce both adaptive and maladaptive growth of heart muscle. Previous studies implicate two members of the AP-1 transcription factor family, junD and fra-1, in regulation of heart growth during hypertrophic response. In this study, we investigate the function of the AP-1 transcription factors, c-jun and c-fos, in heart growth. Using pressure overload-induced cardiac hypertrophy in mice and targeted deletion of *Jun* or *Fos* in cardiomyocytes, we show that c-jun is required for adaptive cardiac hypertrophy, while c-fos is dispensable in this context. c-jun promotes expression of sarcomere proteins and suppresses expression of extracellular matrix proteins. Capacity of cardiac muscle to contract depends on organization of principal thick and thin filaments, myosin and actin, within the sarcomere. In line with decreased expression of sarcomere-associated proteins, *Jun*-deficient cardiomyocytes present disarrangement of filaments in sarcomeres and actin cytoskeleton disorganization. Moreover, *Jun*-deficient hearts subjected to pressure overload display pronounced fibrosis and increased myocyte apoptosis finally resulting in dilated cardiomyopathy. In conclusion, c-jun but not c-fos is required to induce a transcriptional program aimed at adapting heart growth upon increased workload.

## Introduction

Systemic arterial hypertension, valvular pathologies as well as myocardial infarction represent exceedingly frequent clinical manifestations contributing to heart failure and/or malignant ventricular arrhythmias [1]. Initially, these abnormalities and associated mechanical stress as well as hormonal changes induce an orchestrated signaling network in the heart that underlies myocyte growth through expansion of sarcomeres to increase contractility as well as activation of stress and fetal gene programs. In the long term, however, these mechanisms may trigger pathologic remodeling of the myocardium ultimately leading to heart dilation and reduced cardiac performance [2], [3]. Cardiomyocyte apoptosis/necrosis and progressive interstitial fibrosis are hallmarks that contribute to ventricular wall thinning and chamber dilation [4]. The latter alterations are also frequently found in dilated and hypertrophic cardiomyopathies of genetic origin that are caused by mutations in sarcomeric genes that constitute the contractile apparatus of cardiac muscle cells [5].

The Mitogen-Activated-Protein-Kinase (MAPK) family represents an essential signaling module in heart that converts extracellular stimuli, in particular mechanical stress and hormonal inputs, into subsequent cellular responses [6], [7]. MAPK signaling consists of a kinase cascade with a tripartite build-up that typically culminates in dual phosphorylation and activation of p38, c-Jun N-terminal kinases and extracellular-signal-regulated kinases (ERKs) [8]. Loss- and gain-of-function experiments in mice addressing single components of the MAPK signaling cascade revealed distinct phenotypes in heart. Enhanced signaling through ERKs led to concentric cardiac hypertrophy with maintained cardiac function [9], [10]. Increased p38 and JNK activity in heart, obtained by cardiomyocyte-specific constitutive expression of their respective upstream kinases, resulted in cardiac fibrosis and ventricular dilation in early adulthood [11]–[13]. In contrast, loss of JNK and p38 signaling led to increased cardiac growth at baseline, as well as in response to pressure-overload [14], [15]. Another recent study has demonstrated that specific loss of JNK1 promoted cardiomyocyte apoptosis and transient cardiac deterioration in the early response to pressure overload [16]. Interestingly, heart-restricted deletion of p38α in mice caused proliferation of adult mammalian cardiomyocytes [17].

MAPK signaling converges into early immediate activation of several transcription factors including myocyte enhancer factor 2 (MEF2) as well as Activator Protein-1 (AP-1). The role of MEF2 in cardiac development and stress adaptation has been extensively explored [18]. In contrast, the role of AP-1 in these processes remains largely unknown. AP-1 comprises a homo or heterodimeric complex that is composed of basic leucine zipper (bZIP) proteins that are subdivided into families of the Jun (c-jun, junB and junD), Fos (c-fos, fosB, fra-1 and fra-2) and the activating transcription factor ATF (ATFa, ATF2, LRF1/ATF3, ATF4 and B-ATF) [19]. Early-immediate up-regulation of AP-1 in response to cardiac hypertrophic stimuli has been reported already in nineties [20]–[23]. But only recently, first evidence for a requirement of AP-1 in the adult heart *in vivo* has been provided using mice that lack and/or ectopically express junD and fra-1, respectively [24], [25]. Preceding *in vitro* studies have mainly focused on the role of c-jun and c-fos in cardiomyocyte growth, two principal factors that are activated by JNK and ERK, respectively. In several of these studies, c-jun and c-fos have been suggested to be required for induction of fetal gene expression and cardiomyocyte hypertrophy in response to different stimuli [26]–[31]. However, studies confirming a requirement of these two transcription factors in these processes *in vivo* are still lacking.

We now provide genetic evidence *in vivo*, employing striated muscle-restricted deletion of *Jun* and *Fos* in mice, that both transcription factors are not essential for postnatal cardiac hypertrophy as well as heart growth in response to mechanical pressure overload. Remarkably however, we found that deletion of *Jun* but not of *Fos* resulted in progressive myocardial fibrosis, cardiomyocyte apoptosis and changes in sarcomeric organization. These alterations were exacerbated in response to mechanical pressure overload resulting in premature heart failure. Conclusively, while c-fos appears to be redundant in heart function, c-jun specifically counteracts pathologic remodeling of the heart subjected to pressure overload.

## Materials and Methods

### Ethics statement

All procedures involving animals were approved by the “Veterinäramt des Kantons Zürich” (approval number 150/2006), and conform to the relevant regulatory standards.

### Generation of *Jun^Δmu^* and *Fos^Δmu^* mice

Floxed *Jun* and *Fos* mice *(Jun^f/f^* and *Fos^f/f^* mice) have been generated by the laboratory of Prof Erwin F. Wagner as previously described [32], [33]. Mice harboring deletion of *Jun* or *Fos* in striated muscle (*Jun^Δmu^* or *Fos^Δmu^*) were obtained by crossing *Jun^f/f^* or *Fos^f/f^* mice with mice carrying Cre recombinase under the control of the creatine kinase promoter (MCK-Cre) [34]. Resulting experimental mice were in a mixed 129/Ola-C57BL/6 background and littermates were used for experiments.

### Mouse experiments

Age- (8- to 12-week-old) and weight- (22–26 g) matched mice in a mixed 129/Ola-C57BL/6 background were subjected to transverse-aortic constriction (TAC) through constriction of the descending aorta using a 27 Gauge needle as previously described [35]. Mice were anesthetized with ketamin/xylazine (2 mg/20 g and 0.2 mg/20 g, respectively) i.p. and analgized with Temgesic (0.003 mg/20 g) i.m. Mice were monitored for 6 weeks after surgery, sacrificed and heart and body weights were determined. Heart functions were assessed by echocardiography 5.5 weeks after surgery. The numbers of experimental animals are indicated in respective figure legends. Reproducibility of the induction of pressure overload by TAC performed by experimenters was previously verified [36].

### Southern blotting and PCR

Genomic DNA was extracted from heart, skeletal muscle and liver of *Fos^f/f^* and *Fos^Δmu^* mice, and from heart, skeletal muscle and kidney of *Jun^f/f^* and *Jun^Δmu^* mice, according to a standard protocol. 20 μg of genomic DNA was digested with XbaI yielding a 6.9 kb fragment for the floxed *Jun* allele and a 3.3 kb fragment for the deleted *Jun* allele. For detection of the bands, a 0.6 kb BamHI fragment from the *Jun* promoter region was used as a probe [37]. 20 μg of genomic DNA was digested with HindIII yielding a 6.3 kb fragment for the floxed *Fos* allele and a 2.9 kb fragment for the deleted *Fos* allele. For detection of the bands, a 0.8 kb BamHI/XbaI EGFP fragment was used as a probe. PCR analysis of genomic DNA isolated from various organs of *Jun^+/+^*, *Jun^f/f^* and *Jun^Δmu^* yielded a 297 bp band corresponding to the wild type alleles, a 344 bp band for the floxed alleles and a 450 bp for the deleted alleles. PCR analysis of genomic DNA isolated from various organs of *Fos^+/+^*, *Fos^f/f^* and *Fos^Δmu^* yielded a 333 bp band corresponding to the wild type alleles, a 433 bp band for the floxed alleles and a 1042 bp for the deleted alleles.

### Echocardiography

Echocardiography was performed as previously described [38]. Briefly, echocardiographic measurements of mice were carried out using an ATL HDI 5000 ultrasound device (Philips Medical Systems) equipped with a 12 MHz phase array linear transducer (L-12-5). M-mode images were used for measurements of IVSd, IVSs, LVPWd, LVPWs, LVIDd, and LVIDs. Fractional shortening (FS) and Ejection Fraction (EF) were calculated using the formulas: FS (%)  =  [(LVIDd – LVIDs)/LVIDd] ×100; EF (%)  =  [(LV Vold – LV Vols)/LV Vold] ×100.

### Mouse neonatal cardiomyocyte culture

Mouse neonatal hearts were isolated as previously described [24]. Briefly, cardiac ventricles were fragmented, digested with ADS buffer containing collagenase (Worthington Biochemical Corp.) and pancreatin (Sigma), and plated in plating medium containing 65% DMEM (Animed), 17% M199 (Animed), 10% Horse Serum (Invitrogen), 5% Fetal Calf Serum (Invitrogen), 2% L-Glutamine (Animed), 1% PS (Invitrogen). After 24 h, medium was changed to maintenance medium (86% DMEM, 10% M199, 1% Horse Serum, 2% L-Glutamine, 1% PS).

### Histology and TUNEL Assay

Hearts were fixed in a 4% formalin solution (Medite) for 24 h at +4°C, embedded in paraffin, and cross-sections of 5 µm thickness were prepared. Sections were stained with H&E or Elastin van Gieson using standard protocols. Sections were also used for TUNEL assays (terminal deoxynucleotide transferase-mediated dUTP nick end labeling) (Roche) to assess the number of apoptotic cells. The staining was performed according to the manufacturer's instructions. The number of apoptotic cells on sections was related to the total heart area on the respective slides. Three independent sections per mouse were analyzed.

### Immunofluorescence and immunochistochemistry

Immunofluorescence and immunohistochemistry on paraffin sections, as well as immunofluorescence on isolated mouse neonatal cardiomyocytes were performed according to standard protocols. The following antibodies were used: α-c-Jun (BD Transduction Laboratories), α-Collagen IV (Cedarlane), α-Periostin (Abcam), α-Actinin 1 (Sigma), α-Titin (kind gift of Dr. E. Ehler, Randall Institute, King's College London, England), α-β-Catenin (kind gift of Dr. E. Ehler Randall Institute, King's College London, England).

### Western blotting

Western blotting using total heart extracts was performed according to standard procedures. The following antibodies were used: α-c-fos (Santa Cruz), α-c-jun (Santa Cruz), α-GFP (Santa Cruz), α-phospho-Smad2 (Cell Signaling), α-Smad2 (Cell Signaling), α-Periostin (Abcam), α-Myotilin (Santa Cruz), α-Tubulin (Sigma), α-GAPDH (Sigma), α-Actin (Sigma).

### Gelatin zymography

Gelatin zymography of total heart proteins was performed as previously described with minor adaptations [39]. Briefly, samples (100 µg of proteins) were mixed with Laemmli sample loading buffer without β-mercaptoethanol and without boiling were loaded on 10% SDS-polyacrylamide gels containing 2 mg/ml gelatin type A from porcine skin (Sigma). After electrophoresis, gels were washed 2 times for 30 minutes in 2.5% Triton X-100 to allow proteins to renature, and then for 10 minutes in 100 mM Tris-HCl pH 7.4. Gels were then incubated at 37°C overnight in developing buffer (50 mM Tris-HCl, pH 7.5, 10 mM CaCl2, 1 µmol/L ZnCl2). Last, to reveal zones of lysis, gels were stained for 30 minutes with 0.5% Coomassie blue R250 and destained for 4 hours with 40%:10% v:v methanol:acetic acid, and then with 5%:7.5% v:v methanol:acetic acid until the stacking gel became colorless.

### Quantitative RT-PCR

RNA was purified from total hearts using TRIzol Reagent (Invitrogen) according to manufacturer's instructions. 5 µg of RNA was used as a template to synthesize cDNA, using Ready-To-Go You-Prime First-Strand Beads (Amersham). Quantitative RT-PCR reactions were set up as recommended by the manufacturer (Roche) and were run and analyzed using the Roche LightCycler 480 system.

### Affymetrix gene expression profiling

Affimetrix gene expression profiling was performed in collaboration with Functional Genomic Center Zürich. Total RNA was extracted from the hearts of 10 weeks old *Jun^f/f^* (n = 2) and *Jun^Δmu^* (n = 2) mice using TRIzol Reagent (Invitrogen). The quality of the RNA was determined with a NanoDrop ND 1000 (NanoDrop Technologies) and a Bioanalyzer 2100 (Agilent). 1 μg of RNA was reverse-transcribed into double-stranded cDNA with One-Cycle cDNA Synthesis Kit (Affymetrix), purified using a Sample Cleanup Module (Affymetrix) and then *in vitro* transcribed in presence of biotinlabeled nucleotides using IVT Labeling Kit (Affymetrix). Then, biotinylated cRNA was purified and its quality and quantity was determined, as described above. 5 μg of biotin-labeled cRNA was fragmented randomly to 35–200 bp and hybridized to GeneChip® GeneChip Mouse Genome 430 2.0 Arrays. The fluorescent intensity emitted by the labeled target was measure in Affymetrix GeneChip Scanner 3000 (Affymetrix). Raw data processing was performed using the Affymetrix AGCC software. Genes with significant expression difference between 2 knock-out mice and 2 wt were selected, based on the average knock-out versus wild-type value greater than 1.3 fold change with a p-value cutoff of 0.05 (using Student's t-test) or differential expression of selected genes which were confirmed by quantitative RT-PCR. The full data set is available in Gene Expression Omnibus data repository, accession number: GSE47898.

### Statistical analysis

Averaged data are presented as means ±SEM. Statistical significance was calculated using an ANOVA with post-hoc Tukey's test and Student unpaired *t* test. Significance was accepted at the level of p<0.05.

## Results

### Eccentric cardiac hypertrophy upon pressure overload in mice lacking *c-Jun* in cardiomyocytes

Based on *in vitro* studies, the AP-1 transcription factor c-jun has been suggested to be important in growth and function of the adult heart [40]. To study its role in cardiomyocytes *in vivo*, we generated striated muscle-restricted conditional *Jun* knockout mice using mice carrying floxed alleles of *Jun* that have been crossed to Muscle Creatine Kinase (MCK)-Cre transgenic mice [33], [34]. Southern blotting and PCR confirmed the appearance of deleted alleles in hearts and skeletal muscles of floxed *Jun* mice that were *Cre*-positive but not in non-muscle tissues. *Cre*-negative mice did not reveal any deletion in hearts and skeletal muscles (Figure 1A and B). An floxed band (flox) was present in all samples as recombination was not complete due to the fact that only 30 to 40% of cells in heart and skeletal muscle are muscle cells. Quantitative RT-PCR and Western Blotting, respectively, verified attenuated levels of *Jun* mRNA and reduced abundance of c-jun protein in hearts of *Cre*-positive floxed mice compared to *Cre*-negative floxed control mice (Figure 1C and D). Furthermore, nuclear localization of c-jun protein was detected in isolated primary neonatal cardiomyocytes of floxed control mice (here and after referred to as *Jun^f/f^* mice) but not of conditional *Jun* knockout mice (here and after referred to as *Jun^Δmu^* mice) confirming efficient deletion of *Jun* in cardiomyocytes *in vivo* (Figure 1E).

**Figure 1:**
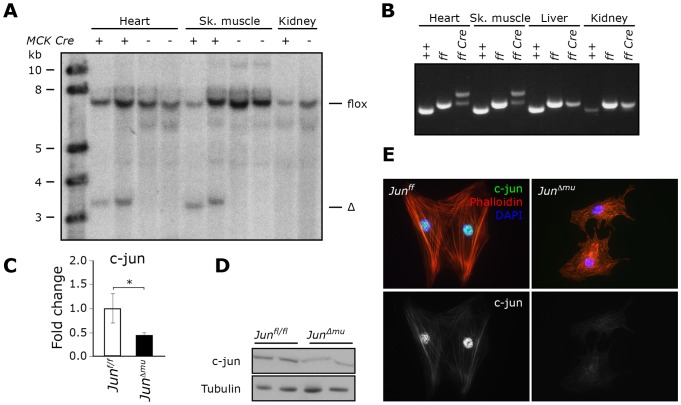
Generation of *Jun^Δmu^* mice. (a) Southern blot analysis of genomic DNA from total heart, skeletal muscle and kidney extracts. Deleted band (Δ band) occurs only in samples from MCK-cre positive heart and skeletal muscle. (b) PCR analysis of genomic DNA. PCR in samples from *Jun^+/+^* (+/+), *Jun^f/f^* (f/f) and *Jun^Δmu^* (f/f Cre) mice yielded a 297 bp band corresponding to the wild type allele, a 344 bp band for the floxed allele and a 450 bp for the Δ allele. (c) Quantitative RT-PCR. *Jun* mRNA levels are down-regulated in total heart extracts from *Jun^Δmu^* mice. (d) Western blot analysis of c-Jun protein levels in total heart extracts of indicated genotypes. (e) Immunofluorescence of isolated mouse neonatal cardiomycoytes. Nuclear localization of c-Jun can be observed in plated neonatal *Jun^f/f^* cardiomyocytes, but not *Jun^Δmu^* cardiomyocytes.

*Jun^Δmu^* mice were born at Mendelian frequency and presented with normal general health, viability, fecundity, body composition and body weight as compared to control mice (Table S1). To test if in the absence of c-jun in cardiomyocytes, hearts of these animals presents increased susceptibility to the pressure induced heart failure, we subjected mice to mild transaortic constriction (TAC), a widely used model to induce pressure overload and cardiac growth [41].

Heart to body weight (H/BW) ratios significantly and similarly increased in *Jun^Δmu^* and *Jun^f/f^* mice upon TAC compared to sham-operated littermates (Figure 2A). H/BW ratios correlated with the average cross sectional area of cardiomyocytes *in situ* confirming a similar growth response in heart upon TAC (Figure S1 A and B). However, histological cross-sections revealed that hearts of *Jun^Δmu^* mice were markedly dilated 6 weeks after TAC compared to hearts of *Jun^f/f^* that presented with concentric myocardial growth (Figure 2B). No differences between hearts cross sections of sham-operated mice of both genotypes were detected. These observations could be confirmed by echocardiography (Table 1). Indeed, hearts of both genotypes showed significant muscle growth in response to TAC as an increase in left ventricular posterior wall (LVPW) thicknesses was observed. In comparison to sham-operated mice, left ventricular internal dimensions (LVID) were significantly decreased upon TAC in *Jun^f/f^* mice. In contrast, they were markedly increased in *Jun^Δmu^* mice indicating concentric and eccentric hypertrophy, respectively. As a consequence, cardiac performance was impaired in TAC-operated *Jun^Δmu^* mice as significant decreases in fractional shortening (FS) and ejection fraction (EF) were observed compared to sham-operated *Jun^Δmu^* mice and TAC-operated *Jun^f/f^* mice. No differences in echocardiographic parameters were detected between sham-operated mice of both genotypes.

**Figure 2:**
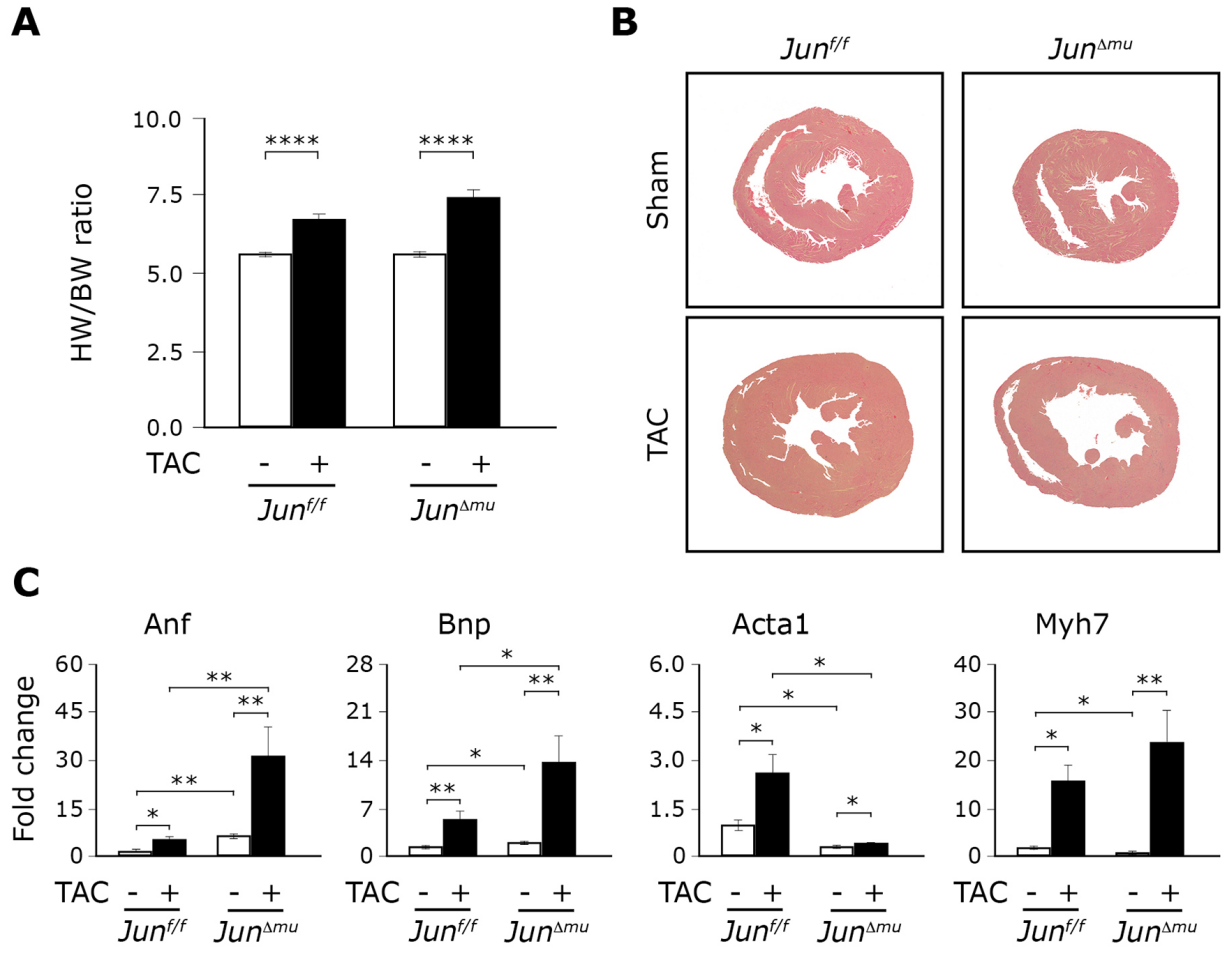
Eccentric cardiac hypertrophy in *cJun^Δmu^* mice upon TAC. (a) H/BW ratios increase of *Jun^Δmu^* and *Jun^f/f^* mice before and after TAC. Data are presented as values ± SEM. (****) p<0.0001; n = 11–12 per group. (b) Histological analyses. H&E staining shows TAC-induced concentric growth of the heart in *Jun^f/f^* mice and the heart dilation in *Jun^Δmu^* mice. (c) Relative expression of indicated hypertrophic markers in hearts isolated from sham or TAC operated *Jun^f/f^* and *Jun^Δmu^* mice assessed by quantitative RT-PCR. Data are presented as values ± SEM. (*) p<0.05, (**) p<0.01; n = 5 per group.

**Table 1:** Echocardiographic analyses in *Jun^Δmu^* mice after TAC.

	*Jun^f/f^*		*Jun* ^Δ*mu*^	
Data measure	Sham	TAC	Sham	TAC
HR, bpm	435±23	467±22	450±25	490±39
LVPWd, mm	0.70±0.002	0.86±0.057 #	0.71±0.021	0.85±0.045 †
LVPWs, mm	0.93±0.009	1.12±0.032 #	0.96±0.018	1.06±0.028 †
LVIDd, mm	4.20±0.027	3.98±0.077 #	4.13±0.066	4.51±0.253
LVIDs, mm	2.99±0.039	2.69±0.069 #	2.82±0.069	3.56±0.280 †§
FS, %	28.83±0.62	32.42±0.73 #	31.90±0.80	21.46±2.01 †§
EF, %	55.84±0.96	61.29±1.08 #	60.39±1.20	43.53±3.56 †§

All values are shown as mean ± SEM. n = 5–6 per group. p<0.05 is indicated as: # WT TAC vs WT sham; † KO TAC vs KO sham; § KO TAC vs WT TAC. HR, Heart rate; LVPWd, Left ventricular posterior wall in diastole; LVPWs, Left ventricular posterior wall in systole; LVIDd, Left ventricular internal diameter in diastole; LVIDs, Left ventricular internal diameter in systole; FS, Fractional Shortening; EF, Ejection Fraction.

Left ventricular remodeling upon TAC entails induction of hypertrophic marker genes such as for example atrial natriuretic factor (*Anf*), brain natriuretic peptide (*Bnp*), myosin heavy polypeptide 7 (*Myh7*) and skeletal muscle alpha-actin (*Acta1*). Quantitative RT-PCR revealed that mRNAs of *Anf* and *Bnp* were significantly increased in TAC-operated hearts of both *Jun^f/f^* and *Jun^Δmu^* mice (Figure 2C). Importantly, cardiac expression of *Anf* and *Bnp* was significantly greater in *Jun^Δmu^* compared to *Jun^f/f^* mice upon TAC. Interestingly, *Anf* and *Bnp* were also significantly enhanced in sham-operated hearts of *Jun^Δmu^* mice compared to hearts of *Jun^f/f^* mice. In contrast, *Acta1* was expressed at significantly lower levels in hearts of *Jun^Δmu^* mice at baseline, and remained low in hearts of *Jun^Δmu^* mice compared to hearts of *Jun^f/f^* mice in response to pressure-overload (Figure 2C). *Myh7* was expressed at significantly lower levels in native hearts of *Jun^Δmu^* mice, but was significantly and similarly induced in hearts of both *Jun^Δmu^* and *Jun^f/f^* mice upon TAC (Figure 2C). These data suggest that deletion of *Jun* in cardiomyocytes resulted in basal changes in expression of hypertrophic marker genes without obvious morphological signs of cardiac hypertrophy and dysfunction. Expression of these genes remained dramatically altered upon left ventricular pressure-overload and was associated with maladaptive hypertrophy.

### Normal cardiac function in mice lacking *Fos* in cardiomyocytes

The AP-1 transcription factor c-fos has also been extensively discussed as a key player in cardiac function [40]. To study its role in cardiomyocytes *in vivo*, we used *Fos* floxed mice and crossed them to MCK-Cre transgenic mice. Southern blotting, PCR and Western blotting confirmed efficient and specific deletion of *Fos* in striated-muscle cells (Figure S2 A, B and C). The floxed *Fos* allele is generated in the way that its removal leads to GFP expression [33] that was also detected by Western Blotting in hearts of *Cre*-positive floxed mice (Figure S2 C). *Fos^Δmu^* mice were born at Mendelian frequency and presented with normal general health, viability, fecundity, body composition and body weight as compared to *Fos^f/f^* mice (Table S2). We subsequently subjected mice to TAC. H/BW ratios significantly and equally increased in both *Fos^f/f^* and *Fos^Δmu^* mice after TAC compared to sham-operated mice (Figure S3 A). Histological analyses of heart cross sections displayed an apparent increase in heart size after TAC compared to sham-operated mice of both genotypes. Importantly, no ventricular dilation could be seen in pressure-overloaded *Fos^Δmu^* and *Fos^f/f^* mice (Figure S3 B). These findings were in line with our subsequent analyses by echocardiography. Sonographic assessment revealed significant and comparable increases of cardiac wall dimensions upon TAC in *Fos^Δmu^* and *Fos^f/f^* mice. FS and EF were maintained in both genotypes after TAC (Table S3). Quantitative RT-PCR revealed significant and similar increases of the mRNA of hypertrophy marker genes in hearts of both genotypes compared to sham-operated mice. We observed a tendency towards enhanced induction of these genes in response to TAC in *Fos^Δmu^* compared to *Fos^f/f^* mice, which was however only reaching significance for *Myh7* (Figure S3 C). Thus, deletion of *Fos* in cardiomyocytes does not alter cardiac development, postnatal heart growth as well as cardiac hypertrophy in response to mechanical pressure overload.

### Impaired myocardial remodeling in hearts lacking *Jun* in cardiomyocytes

In the following, we addressed cellular mechanisms underlying premature heart failure in *Jun^Δmu^* mice upon mechanical pressure overload. Enhanced myocyte loss and cardiac fibrosis are key factors promoting progression of cardiac hypertrophy to heart failure [42], [43]. An Elastin van Gieson (EvG) stain that allowed for a better differential analysis of nuclei, connective tissue, muscle and elastic fibers revealed widespread myocardial fibrosis in hearts of *Jun^Δmu^* mice, while no foci of apparent collagen deposition were detectable in hearts of *Jun^f/f^* 6 weeks after TAC. Fibrosis in hearts of *Jun^Δmu^* mice was evident already at baseline (in 12 weeks old *Jun^Δmu^* mice) but was markedly aggravated upon TAC (Figure 3A). Interstitial fibrosis was associated with increased amounts of collagen type I (*Col1a1*), collagen type III (*Col3a1*) and fibronectin (*Fn*) (Figure 3B), all of which are commonly recognized as fibrotic markers in heart [44]–[47]. At baseline, *Jun^Δmu^* mice showed significant up-regulation of *Col1a1*, *Col3a1* and *Fn* mRNA levels in native hearts, when compared to *Jun^f/f^* mice (Figure 3B). TAC further enhanced the expression of these genes in hearts of *Jun^Δmu^* mice but not in hearts of *Jun^f/f^* mice confirming interstitial fibrosis. Myocardial fibrosis is frequently accompanied by enhanced cardiomyocyte apoptosis. Indeed, TUNEL staining confirmed significantly increased numbers of apoptotic cardiomyocytes in *Jun^Δmu^* mice upon TAC, when compared to sham-operated mice as well as TAC-operated *Jun^f/f^* mice. Interestingly, already at baseline, *Jun^Δmu^* mice showed significantly more TUNEL positive nuclei in hearts than *Jun^f/f^* mice. The numbers of apoptotic nuclei in the hearts of *Jun^f/f^* mice did not change upon TAC after 6 weeks (Figure 3C and D).

**Figure 3:**
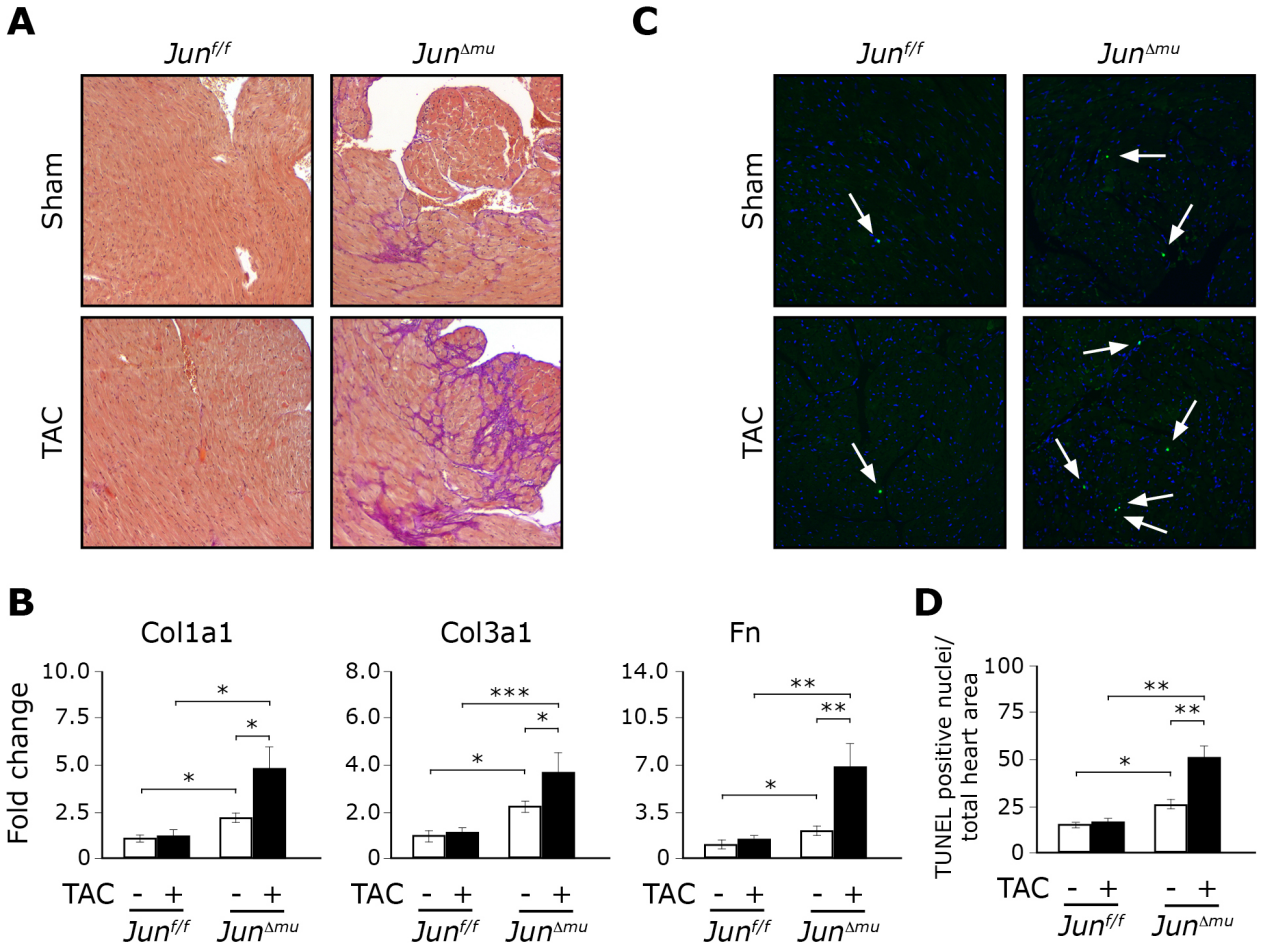
*Jun^Δmu^* mice display impaired myocardial remodeling. (a) Histological analyses. EvG staining reveals mild spontaneous fibrosis in hearts of *Jun^Δmu^* mice, being markedly enhanced after TAC. (b) Relative expression of indicated fibrotic markers assessed by quantitative RT-PCR in hearts isolated from sham or TAC operated *Jun^Δmu^* and *Jun^f/f^* mice. Data are presented as values ± SEM. (*) p<0.05, (**) p<0.01, (***) p<0.001; n = 5 per group. (c) TUNEL staining of heart cross sections. TAC does not induce apoptosis in hearts of *Jun^f/f^* mice. *Jun^Δmu^* mice show slightly more apoptotic cardiomyocytes already at baseline, while the apoptotic rate markedly increased in hearts of *Jun^Δmu^* mice upon TAC. (d) Quantification of TUNEL positive nuclei does in sham or TAC operated animals of indicated genotypes. Data are presented as values ± SEM. (*) p<0.05, (**) p<0.01.

Several matrix metalloproteinases (Mmps) that have been identified within the myocardium are dysregulated in heart failure and transcriptional regulation of Mmps by AP-1 transcription factors has been reported [43]. Cardiac mRNA levels of *Mmp2* and *Mmp14* were significantly upregulated in *Jun^Δmu^* mice upon TAC compared to TAC-operated *Jun^f/f^* and sham-treated mice of both genotypes (Figure S4 A). *Mmp9* mRNA levels were slightly increased in native hearts of *Jun^Δmu^* compared to *Jun^f/f^* mice, however its levels in hearts of TAC operated *Jun^Δmu^* mice were not altered compared to TAC operated *Jun^f/f^* hearts (Figure S4 A). Other cardiac Mmps, Mmp1, Mmp13 and Mmp3 were not found deregulated (data not shown). Gelatin zymography assays confirmed that mRNA expression patterns correlated with activities of Mmp2 and Mmp9 in hearts of both genotypes (Figure S4 B).

Fibrosis and impairment of the heart function is often associated with aging. To test if deletion of *Jun* in heart accelerates aging of this organ, we stained cross sections of hearts isolated from one year old *Jun^Δmu^* mice and *Jun^f/f^* control animals with EvG staining. We observed minimal progression of fibrosis in hearts of *Jun^Δmu^* mice while fibrotic remodeling was absent in hearts of control animals (Figure S5). Consistently, heart function of one year old *Jun^Δmu^* mice was comparable to the aged matched control animals as revealed by echocardiography analyzes (Table S4).

Overall, cardiomyocyte-specific deletion of *Jun* resulted in deleterious myocardial remodeling that involved increased fibrosis associated with enhanced degradation of extracellular matrix protein and programmed cell death leading to premature heart failure under stress conditions. Although our data indicate that deficiency of *Jun* in heart of mice is not sufficient to provoke failure of this organ up to the age of one year, we cannot exclude that further aging would result in the impairment of cardiac function in these animals.

### Upregulation of extracellular matrix and downregulation of cytoskeletal genes in hearts of *Jun^Δmu^* mice

In an attempt to identify specific genes that might be globally affected in the absence of c-jun in cardiomyocytes, we compared gene expression in non-stimulated hearts from *Jun^f/f^* and *Jun^Δmu^* mice using Affymetrix™ oligonucleotide expression arrays. 

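The *Jun* gene itself had a lower signal in *Jun Δmu* hearts. It lies on chromosome 4 of GRCm38 from 95049036 to 95052222. Its signal, as the mean of both probe sets that carry its name, was 8.31 ± 0.38 (SD, n = 2) on the log2 scale in *Jun f/f* hearts and 6.90 ± 0.14 (SD, n = 2) in *Jun Δmu* hearts. The difference was -1.40 (standard error 0.19), which leaves 37.8% of the *Jun f/f* signal on the linear scale in whole hearts, where cells other than muscle keep the gene. Both probe sets passed the study's threshold, at -1.24 and -1.57 (limma, adjusted p = 0.896 for each), and both were lower on each *Jun Δmu* array than on each *Jun f/f* array. Of 19 measured genes of the AP-1 family, *Jun* alone passed the threshold, and it was also the 1 gene called, as lower, when adjusted over the list alone. *Fos*, a partner of c-Jun in AP-1, differed by -0.27 and passed only without *Jun f/f* replicate 2, at -0.53, whereas it was at -0.00 without *Jun f/f* replicate 1. As a list the AP-1 family was not called by limma's camera test (adjusted p = 0.539), with a mean of -0.04 and a median of 0.05. RNA came from 2 *Jun f/f* and 2 *Jun Δmu* hearts at 10 weeks of age, with 1 Affymetrix Mouse Genome 430 2.0 array per heart, as the methods and sample titles state, although the growth notes of the samples describe cultured cells of digested ventricles. The authors' values are RMA signals on the log2 scale for 45101 probe sets. The 64 AFFX control probe sets were left out, and each of the other 45037 was fitted with limma on genotype. In what follows, a gene passed the study's threshold when its groups differed by more than 1.3-fold at an unadjusted p under 0.05 in this fit, and members of gene lists were counted by each gene's brightest probe set. Median signals lay between 5.45 and 5.47, and the number of arrays limits the precision. *Jun f/f* replicate 1 stood apart from the other arrays. Its correlations with them across probe sets were 0.994 to 0.995, against 0.997 for each pair of the others, and 104 of its probe sets lay more than 2-fold from the mean of the other arrays, against 24 to 33 on each of those.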

We performed these analyzes in non-stimulated conditions as hearts from *Jun^Δmu^* mice already presented a mild phenotype (increased fibrosis and altered expression hypertrophic markers) but did not present functional defects. 

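In *Jun Δmu* hearts, the largest decreases past the study's threshold included *Bex1*, an adaptor protein best known from nerve cells, with a log2 signal of 7.45 ± 0.00 (SD, n = 2) in *Jun f/f* and 4.71 ± 0.92 (SD, n = 2) in *Jun Δmu* hearts. *Snapc1*, a subunit of a complex that acts in the transcription of small nuclear RNA genes, fell by 1.18 from 8.29 ± 0.09 to 7.11 ± 0.08 (SD, n = 2). The largest increase past the threshold was in *Rad51b*, a protein of DNA repair by recombination, at 4.85 ± 0.26 against 6.95 ± 0.22 (SD, n = 2), although its other probe set differed by 0.07. *Pygl*, the liver form of glycogen phosphorylase, was higher by 0.91, *Lad1*, a protein of cell anchoring filaments, by 0.98 and *Tmprss13*, a membrane serine protease, by 0.97. *Rad51b*, *Snapc1* and *Pygl* all lie on chromosome 12, and whether their changes follow from the loss of *Jun* was not tested. At the study's threshold 688 probe sets passed, 256 of them higher and 432 lower in *Jun Δmu* hearts. They carry the names of 188 genes on the higher side and 283 on the lower side, and 58 and 104 of the probe sets have no single gene name. No probe set reached an adjusted p under 0.05 with limma, where the smallest was 0.237, and 2326 had an unadjusted p under 0.05 where chance alone would give 2252. The count at adjusted p under 0.05 was also 0 with limma's treat against a change of 1.3-fold and with the methods' t-test after Benjamini-Hochberg adjustment. With the methods' t-test in place of limma's, 200 probe sets passed the study's threshold, 89 higher and 111 lower, among them no probe set of *Bex1*. The count rose to 3452 without *Jun f/f* replicate 2, and taking the median over each gene's probe sets left 210 genes. In 20 sets of simulated arrays with no difference between the groups, 829 to 926 probe sets passed the same threshold. On the real arrays, the splits that do not follow genotype gave fewer, 505 by replicate number and 458 when crossed. The simulated count is therefore not a measure of chance on these arrays, and 3 splits are too few to give one.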

We obtained a list of 543 genes, with 211 genes up-regulated and 332 genes down-regulated, for which differential expression was greater or lesser than 1.3 fold in hearts of *Jun^Δmu^* mice when compared to hearts of *Jun^f/f^* mice. Importantly, we analyzed 33 genes by QPCR on the mRNA isolated from hearts of *Jun^f/f^* and *Jun^Δmu^* mice and confirmed deregulation of 18 of them (Table S5). 

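Several matrix genes were higher in *Jun Δmu* hearts past the study's threshold. *Cilp*, a matrix protein first described in cartilage, had a log2 signal of 6.84 ± 0.03 (SD, n = 2) in *Jun f/f* and 8.23 ± 0.78 (SD, n = 2) in *Jun Δmu* hearts, a difference of 1.39 that was 0.84 without *Jun Δmu* replicate 2. *Mfap5*, a protein of elastic microfibrils, differed by 0.51, from 8.44 ± 0.04 to 8.95 ± 0.18 (SD, n = 2), and *Pi16*, a marker of fibroblasts, by 0.45. By the probe sets given here, *Cilp*, *Mfap5*, *Ltbp2*, *Smad2* and *Bmp1* did not pass by the methods' t-test, whereas a dimmer probe set of *Mfap5* did. Of 47 measured fibrillar collagens and matrix proteins, 7 were higher past the study's threshold, none was lower and 40 did not pass. The list holds 8 genes that the study had picked from these arrays. The 7 were *Cilp*, *Postn*, *Ltbp2*, *Mfap5*, *Col8a1*, *Wisp1* and *Col14a1*, and no member was called when adjusted over the list alone. By the probe sets counted, *Wisp1* alone of the 7 also passed with the methods' t-test. *Col8a1* differed by 0.46, with 8.40 and 8.82 on *Jun Δmu* replicates 1 and 2. *Col14a1* differed by 0.41, with 7.11 and 7.48 on *Jun f/f* replicates 1 and 2. *Ltbp2* differed by 0.60, and by 0.28 without *Jun Δmu* replicate 2. The main collagens did not pass, with *Col1a1* at 0.21 and *Col3a1* at 0.04, nor did fibronectin (*Fn1*) at 0.06. *Col1a1* was at 0.06 without *Jun f/f* replicate 1, and the direction of the other 2 depends on the array left out, with *Col3a1* at 0.23 without *Jun f/f* replicate 1 and -0.15 without *Jun f/f* replicate 2 and *Fn1* at 0.22 without *Jun Δmu* replicate 1 and -0.11 without *Jun Δmu* replicate 2. The list as a whole was higher by camera (median 0.12, adjusted p = 0.000208), with 35 members above 0 (adjusted p = 0.614 with an estimated correlation). The test with an estimated correlation rests on 2 residual degrees of freedom and called none of the 38 lists. It therefore decides nothing for or against a list. Markers of fibroblasts were higher as well, with 2 of 18 past the threshold and none called when adjusted over the list alone (median 0.11, adjusted p = 0.00182, and adjusted p = 0.623 with an estimated correlation). The fibroblast list holds 2 genes that the study had picked from these arrays. Markers of valve and cartilage-like tissue, *Cilp* among them, were higher too (median 0.22, adjusted p = 0.00171, and adjusted p = 0.614 with an estimated correlation). Without *Jun f/f* replicate 2 none of these lists was called, at an adjusted p = 0.155 for the matrix list, 0.41 for fibroblasts and 0.055 for valve and cartilage-like tissue. *Jun Δmu* replicate 2, where *Cilp* was highest, also held the atrial genes *Sln*, *Myl7* and *Myl4* far above the other arrays. By its brightest probe set, none of 19 basement membrane genes and none of 28 matrix proteases and inhibitors passed the threshold, and neither list was called (adjusted p = 0.747 and adjusted p = 0.513). *Mmp2* differed by 0.26, *Mmp14* by 0.04, *Mmp9* by -0.04, *Mmp13* by -0.01 and *Mmp3* by -0.34, which was -0.16 without *Jun f/f* replicate 1 and -0.15 without *Jun Δmu* replicate 1. The direction of 3 of them depends on the array left out, with *Mmp14* at 0.23 without *Jun f/f* replicate 1 and -0.16 without *Jun f/f* replicate 2, *Mmp9* at -0.24 without *Jun Δmu* replicate 1 and 0.16 without *Jun Δmu* replicate 2, and *Mmp13* at 0.06 without *Jun f/f* replicate 1 and -0.08 without *Jun f/f* replicate 2. Dimmer probe sets that Table S5 lists did pass for *Mmp19* at -0.49, for the basement membrane protein nephronectin (*Npnt*) at -0.43 and for *Bmp1* at 0.43, the last at 0.31 without *Jun Δmu* replicate 1. Of 31 genes of TGF-β signalling, *Ltbp2* was higher and *Smad2* lower past the threshold, at -0.39 and at -0.22 without *Jun f/f* replicate 1, and the list was not called (adjusted p = 0.815), while dimmer probe sets of *Smad3* and *Id4* were lower past it. The 3 lists that were not called had no member called when adjusted over the list alone. Of 15 entries in the extracellular matrix group of Table S5, 11 passed as higher and 3 as lower, and by the methods' t-test 8 passed. This group was chosen by the study on these same arrays and is not independent evidence.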

Consistent with marked fibrosis in hearts of *Jun^Δmu^* mice, we found several extracellular matrix genes expression of which was increased compared to hearts of *c-Jun^f/f^* mice. Among other extracellular matrix genes, upregulation of periostin, connective tissue growth factor (Ctgf) and WNT1 inducible signaling pathway protein 1 (Wisp1) were most interesting, since their involvement in triggering myocardial fibrosis and heart failure has been previously established [48]–[52]. 

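Periostin, a matrix protein of injured and remodeling tissue, had a log2 signal of 8.66 ± 0.31 (SD, n = 2) in *Jun f/f* and 9.81 ± 0.59 (SD, n = 2) in *Jun Δmu* hearts. *Wisp1*, now named *Ccn4*, is a secreted protein of the same family as Ctgf and was at 6.06 ± 0.04 against 6.49 ± 0.05 (SD, n = 2). *Ctgf*, now named *Ccn2*, is a secreted growth factor bound to matrix and was at 8.92 ± 0.02 against 9.38 ± 0.68 (SD, n = 2). Periostin was higher by 1.15 (standard error 0.30) and *Wisp1* by 0.43 (standard error 0.09), both past the study's threshold, whereas *Ctgf* differed by 0.46 (standard error 0.30) and did not pass it. Each of the 3 genes had an adjusted p = 0.896 from limma. *Ctgf* was high on 1 of the *Jun Δmu* arrays. It was at 9.87 on *Jun Δmu* replicate 2 and at 8.90 on replicate 1, so that the difference was -0.02 without replicate 2 and 0.94 and past the threshold without replicate 1. Periostin differed by 0.73 without *Jun Δmu* replicate 2, where its signal was highest, and that array held *Sln* at 8.11, *Myl7* at 9.11 and *Myl4* at 9.02. It no longer passed without *Jun f/f* replicate 2, at 0.93, or by the methods' t-test, and *Wisp1* did not pass as the median of its probe sets, at 0.26. On GRCm38, *Postn* lies on chromosome 3 from 54359267 to 54391041, *Ctgf* on chromosome 10 from 24595442 to 24598683 and *Wisp1* on chromosome 15 from 66891369 to 66923201.

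**Figure D1:**
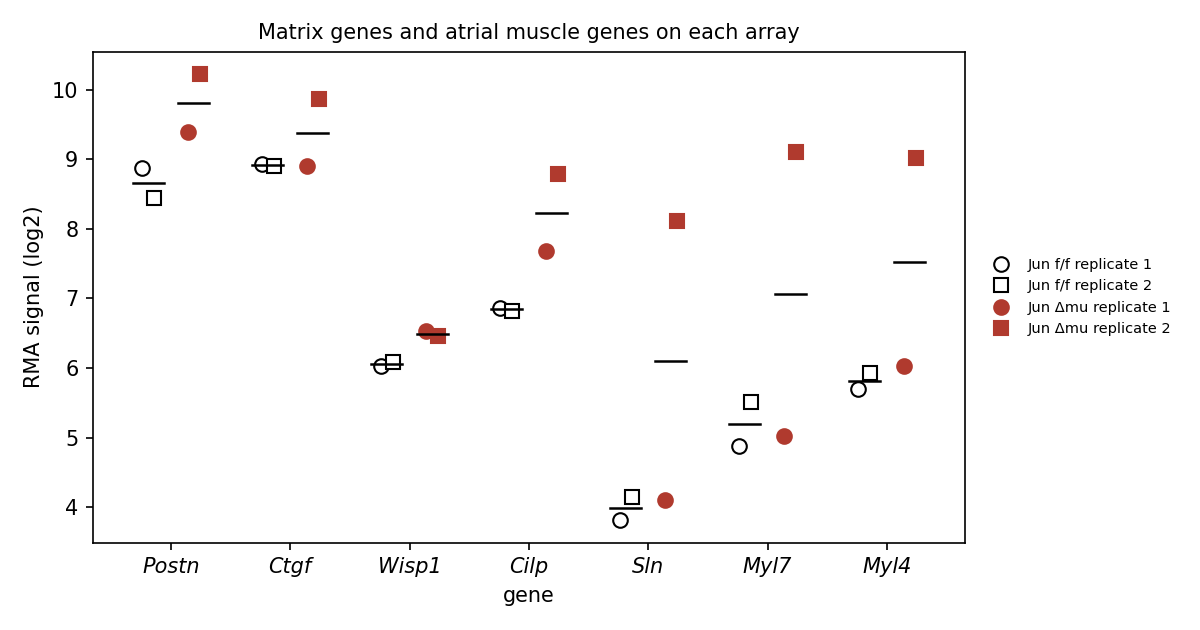
RMA signal (log2) of 4 matrix genes (Postn, Ctgf, Wisp1, Cilp) and 3 atrial genes (Sln, Myl7, Myl4) on each array. Open symbols are *Jun f/f* hearts and filled symbols *Jun Δmu* hearts, with circles for replicate 1, squares for replicate 2 and lines at the group means; *Jun Δmu* replicate 2 is the highest array for each of these genes except Wisp1.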

Quantitative RT-PCR confirmed that all genes were expressed at significantly higher levels in sham-operated hearts of *Jun^Δmu^* mice than in hearts of *Jun^f/f^* mice (Figure 4 A–C). Although periostin, Ctgf and Wisp1 expression was significantly enhanced upon TAC in hearts of both *Jun^f/f^* and *Jun^Δmu^* mice when compared to sham-operated mice, their expression in TAC-operated hearts of *Jun^Δmu^* mice was markedly higher than in hearts of *Jun^f/f^* mice subjected to the same procedure. Enhanced periostin expression in sham- and TAC-operated *Jun^Δmu^* mice could also be confirmed at the protein level by Western blotting (Figure 4 B). Moreover, immunofluorescence revealed marked deposition of periostin in the interstitium of the myocardium of *Jun^Δmu^* mice, while its accumulation was not detectable in hearts of *Jun^f/f^* mice (Figure 4 C).

**Figure 4:**
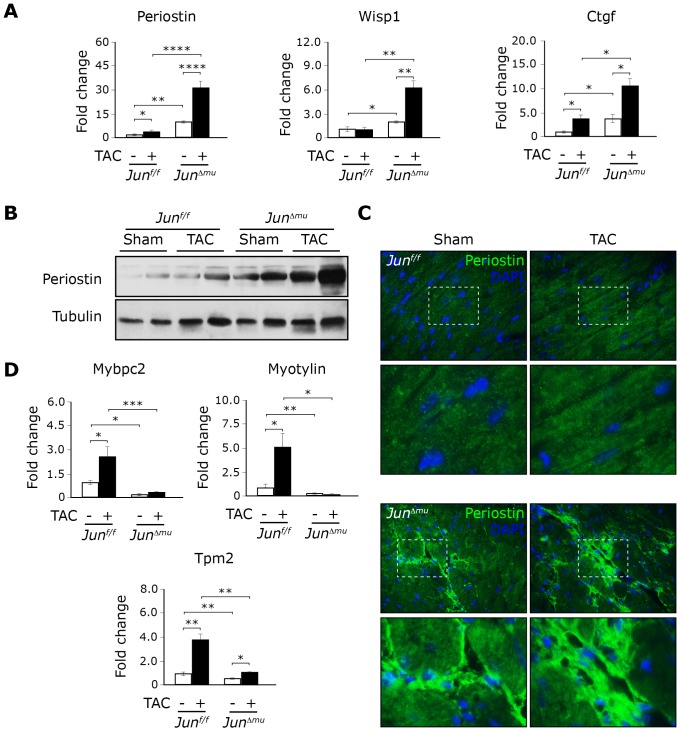
Upregulation of extracellular matrix proteins and downregulation expression of sarcomeric associated proteins in hearts of *Jun^Δmu^* mice. (a) Expression of indicated genes in hearts of sham or TAC operated mice of indicated genotypes. Data are presented as values ± SEM. (*) p<0.05, (**) p<0.01, (***) p<0.001, (****) p<0.0001; n = 5 per group. (b) Western blot analyses of Periostin abundancein hearts from sham and TAC operated *Jun^Δmu^* and *Jun^f/f^* mice. Tubulin was used as a loading control for the extracts. (c) Immunoflorescence staining for Periostin in cross sections of hearts from sham and TAC operated animals of indicated genotypes.

Most remarkably, 38 of deregulated candidates in hearts from *Jun^Δmu^* mice were associated with muscle contraction and cytoskeleton organization. Among them myosin binding protein C 2 (Mybpc2), myotilin and β-tropomyosin 2 draw our attention as they are accessory components of the sarcomere [53]–[55]. 

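Most of these genes were lower in *Jun Δmu* hearts. *Casq1*, the calsequestrin of fast skeletal muscle, stood at a log2 signal of 7.14 ± 0.35 (SD, n = 2) in *Jun f/f* and 5.62 ± 0.18 (SD, n = 2) in *Jun Δmu* hearts, a difference of -1.52. The adaptor *Pdlim1* was lower by -0.53, from 10.30 ± 0.11 to 9.77 ± 0.00 (SD, n = 2). *Nrap*, an anchor of actin at the intercalated disc, differed by -0.39, and by -0.36 without *Jun f/f* replicate 1 and -0.35 without *Jun Δmu* replicate 1, both below 1.3-fold. On the other side, *Myl1*, a myosin light chain of fast skeletal muscle, was higher by 1.04, at 10.35 ± 0.19 against 11.39 ± 0.00 (SD, n = 2). Skeletal α-actin (*Acta1*) differed by -0.80 and did not pass the study's threshold, with 9.74 and 10.71 on the *Jun Δmu* arrays, but passed at -1.28 without *Jun Δmu* replicate 2; it was at -0.31 without *Jun Δmu* replicate 1 and at -0.52 without *Jun f/f* replicate 2. Of the 19 entries under muscle organization and contraction in Table S5, 4 were higher and 14 lower past the threshold, and of the 19 under cytoskeleton organization and biogenesis 5 were higher and 14 lower. Of the 38 together, 12 passed with the methods' t-test, and fewer passed than on all arrays whichever single array was left out. Both groups were chosen by the study on these arrays and are not independent evidence of direction. Among the lists drawn up from textbook knowledge, 1 of 20 genes of the dystrophin complex and costamere passed the threshold by its brightest probe set, *Dysf* at -0.39, which was -0.22 without *Jun f/f* replicate 2 (camera, adjusted p = 0.143). Dimmer probe sets passed as lower for *Dmd* and *Sntb2* and as higher for *Sspn*. The brighter probe set of *Sspn* was at -0.30, and at -0.18 without *Jun f/f* replicate 2. Of 28 regulators of the actin cytoskeleton, *Twf2* and *Limch1* were lower past the threshold by their brightest probe sets, at -0.45 and -0.40, and at -0.30 and -0.23 without *Jun f/f* replicate 1, with *Twf2* at -0.27 without *Jun Δmu* replicate 1 (adjusted p = 0.231), and *Fblim1* by a dimmer one. No member of either list was called when adjusted over the list alone, and the brightest probe sets of *Dysf*, *Twf2* and *Limch1* did not pass by the methods' t-test. Both lists were drawn up with the values of Table S5 already seen. The dystrophin list holds 1 and the actin list 2 genes that the study had picked from these arrays.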

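Mybpc2 is the fast skeletal isoform of myosin binding protein C, a component of the thick filament, and its gene lies on chromosome 7 of GRCm38 from 44501699 to 44524715. Its log2 signal was 7.64 ± 0.26 (SD, n = 2) in *Jun f/f* and 5.34 ± 0.12 (SD, n = 2) in *Jun Δmu* hearts. Myotilin, a Z-disc protein that binds actin and α-actinin, is encoded by *Myot* on chromosome 18 from 44334053 to 44355740 and was at 10.02 ± 0.00 against 8.58 ± 0.07 (SD, n = 2). β-tropomyosin, a regulator of the thin filament, is encoded by *Tpm2* on chromosome 4 from 43513726 to 43523583 and was at 9.20 ± 0.11 against 8.78 ± 0.11 (SD, n = 2). All 3 were lower past the study's threshold. The log2 difference was -2.30 (standard error 0.15) for *Mybpc2* and -1.44 (standard error 0.09) for *Myot*, the 2 smallest adjusted p-values from limma over all probe sets (adjusted p = 0.237 for each). For *Tpm2* it was -0.42 (standard error 0.11, adjusted p = 0.896). The signal of *Mybpc2* in *Jun Δmu* hearts was below the median of all probe sets on these arrays, where RMA values compress differences. *Tpm2* did not pass by the methods' t-test, without *Jun f/f* replicate 1 (-0.35), without *Jun Δmu* replicate 1 (-0.34) or as the median of its 4 probe sets (-0.38).

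**Figure D2:**
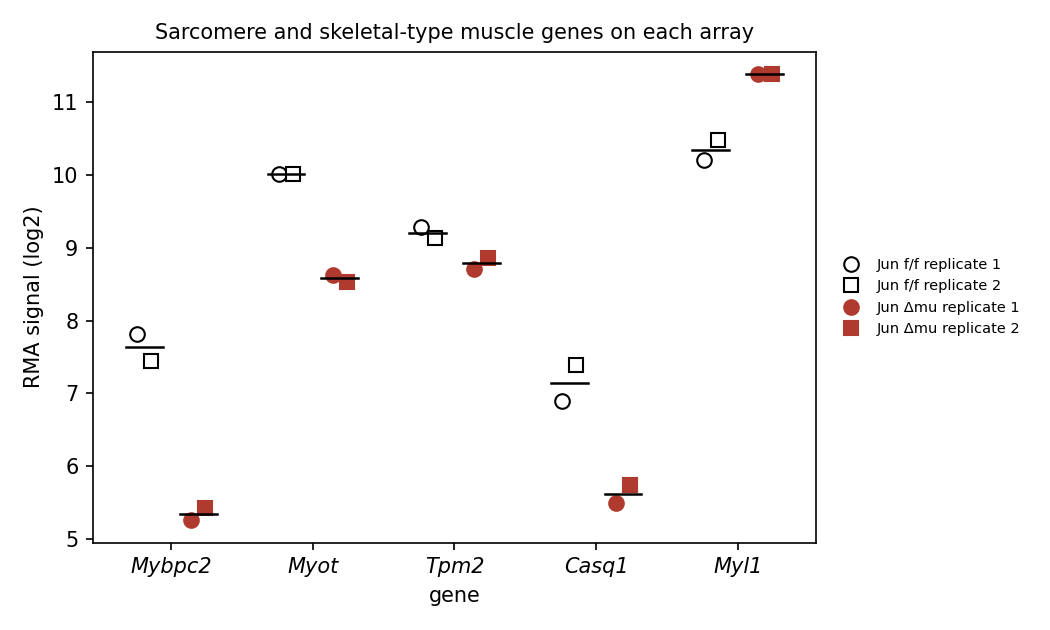
RMA signal (log2) of Mybpc2, Myot, Tpm2, Casq1 and Myl1 on each array. Open symbols are *Jun f/f* hearts and filled symbols *Jun Δmu* hearts, with circles for replicate 1, squares for replicate 2 and lines at the group means; both *Jun Δmu* hearts lie below both *Jun f/f* hearts for the first 4 genes and above them for Myl1.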

Sarcomeres are the principle components of the cardiac contractile machinery composed of thick and thin filaments [56]. Importantly, sarcomeric organization increases upon hypertrophic stimuli and its disorganization is often associated with advanced cardiac hypertrophy and heart failure [57]. We studied in details the expression of Mybpc2, myotylin and β-tropomyosin 2 by QPCR in hearts from control *Jun^f/f^* and *Jun^Δmu^* mice. Expression of all 3 genes was markedly downregulated in unstimulated hearts from *Jun^Δmu^* mice compared to unstimulated hearts from *Jun^f/f^*. Moreover, their expression was markedly induced in hearts from *Jun^f/f^* mice subjected to TAC but not in *Jun^Δmu^* mice on which the same intervention was performed (Figure 4 D).

Thus, loss of c-Jun in cardiomyocytes leads to deregulation of several genes that are required for organization of the sarcomere. c-Jun is also required for their induction upon TAC.

### c-jun regulates sarcomere organization

In our microarray expression analysis several genes that encode for components of the thick and thin filaments were found to be deregulated in hearts in the absence of *Jun* in cardiomyocytes. 

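The main cardiac filament genes were not among the genes of the sarcomere that passed the study's threshold. None of 15 measured genes of the cardiac thick and thin filaments passed, and none was called when adjusted over the list alone. *Myh6*, the main cardiac myosin heavy chain, differed by -0.03, cardiac α-actin (*Actc1*) by -0.02, cardiac troponin T (*Tnnt2*) by 0.02 and *Mybpc3* by -0.11 (-0.04 without *Jun Δmu* replicate 1 and -0.05 without *Jun f/f* replicate 2). Troponin C (*Tnnc1*) differed by -0.23, with both *Jun Δmu* arrays below both *Jun f/f* arrays. *Myh7b* differed by -0.22, and by 0.05 without *Jun f/f* replicate 2. Of the 15 genes, 11 were below 0 and 4 above, and camera did not call the list (median -0.03, adjusted p = 0.159). *Myh7* differed by -0.72 without passing, from 8.93 ± 0.35 to 8.21 ± 0.60 (SD, n = 2), and passed at -1.14 without *Jun Δmu* replicate 2, but was at -0.29 without *Jun Δmu* replicate 1 and at -0.47 without *Jun f/f* replicate 1. Of 31 measured Z-disc, M-band and intercalated sarcomere proteins, 6 were lower past the threshold by the brightest probe set, none was higher and 25 did not pass, though a dimmer probe set of *Pdlim5* was higher. Besides myotilin, *Pdlim1* and *Nrap*, these were *Klhl41*, *Klhl40* and *Ankrd23*. The probe sets of *Klhl41*, *Klhl40* and *Ankrd23* did not pass by the methods' t-test. *Ankrd23* differed by -0.51, and by -0.32 without *Jun f/f* replicate 2, below 1.3-fold. *Klhl41*, which stabilizes thin filament proteins, differed by -0.83 from 6.99 ± 0.63 to 6.17 ± 0.06 (SD, n = 2), by -1.27 without *Jun f/f* replicate 1 and by -0.38 without *Jun f/f* replicate 2. Camera called the list lower (median -0.07, adjusted p = 0.00042, and adjusted p = 0.614 with an estimated correlation). *Myot* and *Pdlim1* were lower when adjusted over the list alone, and the list was not called without *Jun f/f* replicate 2 (adjusted p = 0.134). Of 31 skeletal-type muscle genes, *Myl1* was higher and *Mybpc2*, *Casq1*, *Myot* and *Tpm2* were lower past the threshold, and 1 gene was higher and 3 were lower when adjusted over the list alone. Moving in both directions, this list was not called by camera (median -0.02, adjusted p = 0.299) but was called by fry for change in either direction (adjusted p = 0.0198), and by camera with dim probe sets removed (adjusted p = 0.0342). The Z-disc list holds 6 genes and the skeletal-type list 6 genes that the study had picked from these arrays. From the deregulated genes of the thick and thin filaments, the paper derives its hypothesis that loss of c-Jun in cardiomyocytes alters the organization of the sarcomere.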

We therefore hypothesized that deletion of c-jun in cardiomyocytes affects sarcomere organization. The cultured cardiomyocyte system is particularly suited to assess sarcomere organization since morphological changes can be easily recognized since it provides much higher resolution compared to the *in vivo* system [57]. We therefore isolated neonatal cardiomyocytes from *Jun^Δmu^* and *Jun^f/f^* mice and performed immunofluorescent stainings using phalloidin that binds F-actin, as well as antibodies against α-actinin 1 that localizes to the Z-disc and against M-band titin. Phalloidin staining revealed a marked disarray of polymerized actin fibers and the sarcomeric structure appeared rudimentary in cardiomyocytes isolated from neonatal *Jun^Δmu^* mice. In contrast, actin fibers were assembled in a more organized fashion into sarcomeres in control cardiomyocytes (Figure 5A). Sarcomeric α-actinin 1 and M-band titin stainings displayed a punctuated, thin and rudimentary sarcomeric structure in cardiomyocytes lacking *Jun* (Figure 5B), while control cells showed well-organized sarcomeres. To better describe the observed phenotype, we defined four categories of cytoskeleton organization (Figure 5C). 47% of c-jun-deficient cardiomyocytes presented poorly organized cytoskeleton compared to 11.5% of control cells. Conversely, 27.9% and 37.5% of control cardiomyocytes presented fully or well organized cytoskeleton while only 7.7% and 17.3% of c-Jun deficient cells fell into these 2 categories, respectively. Similar numbers of c-jun-deficient and control cardiomyocytes (27.9 and 23.1% respectively) presented moderately organized cytoskeleton. Overall, the quantification revealed decreased number of cells presenting organized and increased disorganized cytoskeleton in the absence of c-jun (Figure 5C).

**Figure 5:**
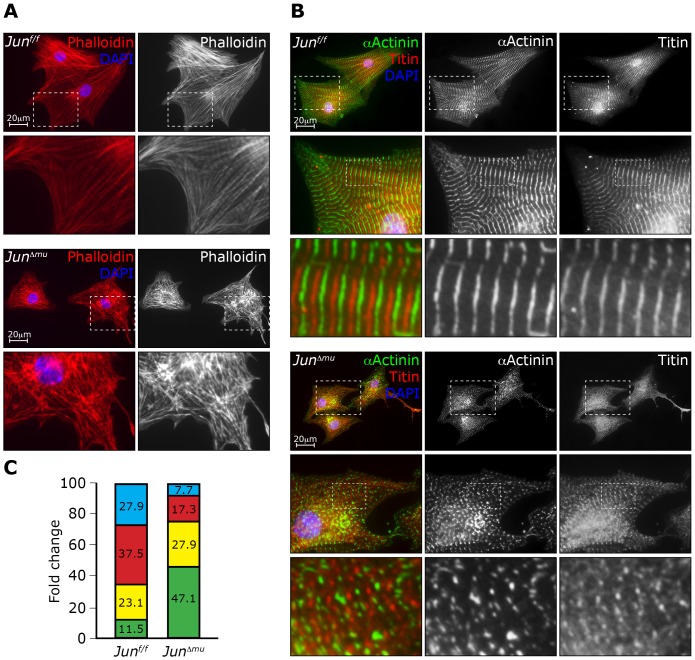
Altered sarcomeric structure of isolated neonatal *Jun^Δmu^* cardiomyocytes. (a) Immunofluorescent staining. Phalloidin staining shows defects in structural organization of *Jun^Δmu^* cardiomyocytes as compared to *Jun^f/f^* cardiomyocytes. (b) Immunofluorescent staining. alpha actinin (αActinin) and titin staining show disruption of Z-line and M-band struture in *Jun^Δmu^* cardiomyocytes as compared to *Jun^f/f^* cardiomyocytes. (c) Relative percent of cardimyocytes presenting different cytoskeleton organization: blue bars – fully organize cytoskeleton, red – well organized, yellow – moderately and green – poorly organized cytoskeleton.

These results thus support a requirement of c-jun in cytoskeletal remodeling in cardiomyocytes and provide evidence that changes in expression profile of genes involved in cytoskeleton organization in c-jun-deficient cardiomyocytes result in functional changes observed in mice.

## Discussion

Our data demonstrate that c-Jun is necessary for maintenance of proper organization of cytoskeleton and sarcomeric structure in cardiomyocytes and protects the heart from pathologic remodeling and thus from heart dilation and heart failure, in particular under stress conditions.

c-jun and c-fos are members of the AP-1 transcription factor family. Both transcription factors have been previously shown to be upregulated upon mechanical and pharmacological hypertrophic stimuli [23], [24], [58]. However, functional relevance for this regulation has not been evidenced thus far. Our results indicate that c-jun is required for maintaining heart function during a hypertrophic response, while c-fos is dispensable. The fact that we did not observe any functional alteration in mice lacking c-fos in hearts during hypertrophic response might be explained by rapid upregulation of another member of the AP-1 family, fra-1 upon hypertrophic stimuli [24]. In fact, a previous study demonstrated that fra-1 can rescue bone development defects of c-fos-deficient mice indicating that the function of these 2 proteins might be partially redundant [59]. Moreover, fra-1 deficiency in heart does not alter the hypertrophic response [24], further supporting the possibility that functions of c-fos and fra-1 might be redundant in heart.

Previous studies implicated c-jun N-terminal kinase (JNK) in maintaining heart function after mechanical pressure overload [16], [60]. JNK activates c-jun transcriptional activity by promoting its phosphorylation [8]. Interestingly, deletion of JNK1 or the upstream kinase Mitogen-activated protein kinase kinase kinase (MEKK1) resulted in a maladaptive response to TAC. Specifically, in the absence of JNK1 or MEKK1 hearts subjected to TAC prematurely decompensated due to an increase in cardiomyocytes apoptosis. We obtained similar results in hearts of *Jun^Δmu^* mice subjected to TAC as compared to control hearts. Therefore, our results indicate that the MEKK1–JNK1 signaling cascade might promote heart function upon TAC, at least partially, by activating c-jun.

In an attempt to globally identify targets of c-jun in heart, we have also performed expression arrays. Among other putative targets of c-jun, we identify extracellular matrix proteins periostin, Wisp1 and Ctgf being increased in the absence of c-jun in hearts. Expression of these 3 genes was further enhanced in c-Jun deficient hearts subjected to TAC. Importantly, expression of these genes has been previously implicated in the regulation of heart function [48]–[52]. In particular periostin has been broadly discussed in the context of heart function. Whether it promotes cardiomyocytes proliferation and cardiac healing after infarction remains the matter of debate [48], [52], [61]. Importantly, however, periostin was shown to promote heart dilation [51]. Therefore the increase of periostin expression and protein levels in c-jun-deficient hearts might contribute to heart failure. Unfortunately, with present data, we cannot answer if c-Jun directly promotes periostin, Wisp1 and Ctgf expression, or whether increased expression of these three genes was an indirect consequence of heart dysfunction caused by loss of c-jun in cardiomyocytes.

Expression arrays revealed that genes involved in regulation of sarcomere organization constitute a group of other potential c-jun transcriptional targets. Particularly, expression of Mybpc2, myotilin and β-tropomyosin 2 were found downregulated in the hearts of *Jun^Δmu^* mice compared to hearts of *Jun^f/f^* mice. Moreover, expression of these genes in *Jun^Δmu^* hearts was not increased upon TAC like in hearts from control animals. Likewise, based on our results we cannot determine whether c-jun regulates these genes in a direct or indirect fashion. However, the c-jun-dependent control of genes involved in regulation of sarcomere organization prompted us to investigate the cytoskeleton and sarcomere structure functionally. Remarkably, c-jun-deficient cardiomyocytes presented disarrangement of sarcomeres and cytoskeleton. Disarrangement of sarcomeres is a hallmark of advanced heart hypertrophy and heart failure, while rapid hypertrophic stimuli increase cytoskeleton and sarcomeres organization [57]. Here, we thus identified a new transcription factor required for proper expression of components of the sarcomeric machinery and therefore for sarcomere function.

In addition to the identification of new cellular functions of c-jun in regulation of sarcomeres organization, our work revealed that deletion of c-jun in cardiomyocytes is associated with increased rate of apoptosis and fibrosis in heart. Depending on the cell type, c-jun has been reported to prevent or to promote apoptosis. In neuronal cells c-jun is required for induction of apoptosis. In contrast, c-jun is necessary for survival of hepatoblasts, hepatic tumor cells and its deletion potentiates UV and TNFα induced apoptosis of mouse embryonic fibroblasts [19], [37], [62]–[64]. Major mechanism of c-jun mediated suppression of apoptosis is by attenuating expression of pro-apoptotic protein p53 and its target gene *noxa* [37]. Interestingly, recent studies point towards p53 as a central molecule in mediating cardiomyocyte apoptosis and heart failure (for review see [65]). Although in our study deletion of *Jun* in heart was restricted to cardiomyocytes, based on our results we cannot define whether deletion of *Jun* promotes apoptosis of cardiomyocytes directly or rather cardiomyocytes deficient for this protein secrete factor/-s which promotes apoptosis of the neighboring cells in heart. Defined role of c-jun in suppressing apoptosis in other cell types in cell autonomous manner would implicate that c-jun might suppress apoptosis of cardiomyocytes directly. Based on our results we cannot point out the potential pro-apoptotic factor secreted by *Jun* deficient cardiomyocytes. Secreted proteins identified in our study as being upregulated in the absence of c-jun in cardiomyocytes (Periostin, Wisp1 and Ctgf) had been implicated previously as a factors rather protecting cells from apoptosis [66]–[71] and their increased expression in the absence of c-jun might represent mechanism to counteract apoptosis of the heart cells. Similarly, in our system we cannot define whether fibrosis observed in the absence of c-jun in cardiomyocytes is a consequence of increased apoptosis of these cells or rather increased secretion of fibrogenic mediators by c-jun deficient cardiomyocytes.

In conclusion, our study led to the identification of c-jun as a new transcription factor preventing cytoskeleton dysfunction, loss of cardiomyocytes and cardiac fibrosis, which constitute hallmarks of maladaptive cardiac growth leading to heart dilation and failure.

## Supporting Information

Figure S1 **Quantification of cardiomyocyte cross-sectional area.** (A) Immunochistochemical staining of heart cross-sections for collagen IV. (B) Quantification of cardiomyocyte cross-sectional area (CSA). Cardiomyocytes from *Jun^f/f^* and *Jun^Δmu^* mice showed a similar increase in cross-sectional area (CSA) after TAC. Data are presented as values ± SEM. (**) p<0.01; 5 mice per group were analyzed 1000 cardiomyocytes per mouse were quantified.
(TIF) Click here for additional data file.

Figure S2 **Generation of** ***Fos^Δmu^*** **mice.** (A) Southern blot analysis of genomic DNA from total heart, skeletal muscle and liver extracts. Deleted band (Δ) occurs only in MCK-cre positive samples from heart and skeletal muscle, while floxed band (flox) is present in all samples. (B) PCR analysis of genomic DNA. PCR in samples from *Fos^+/+^* (+/+), *Fos^f/f^* (f/f) and *Fos^Δmu^* (f/f Cre) mice yielded a 333 bp band corresponding to the wild type alleles, a 433 bp band for the floxed alleles and a 1042 bp for the deleted alleles. (C) Western blot analysis of c-Fos protein levels in total heart extracts. Significant decrease of c-Fos is seen in hearts from *Fos^Δmu^* mice as compared to *Fos^f/f^* mice. Expression of Cre-recombinase in the heart leads to expression of GFP. Actin was used as a loading control.
(TIF) Click here for additional data file.

Figure S3 ***Fos^Δmu^*** **mice show concentric heart hypertrophy upon TAC.** (A) H/BW ratio increases significantly in both *Fos^f/f^* and *cFos^Δmu^* mice upon TAC. Data are presented as values ± SEM. (*) p<0.05; n = 4–6 per group. (B) Histological analyses. H&E staining of heart cross-sections shows slight increase in left-ventricle wall thickness in both TAC-operated groups. (C) Relative expression of hypertrophic markers assessed by quantitative RT-PCR. *Anf, Bnp*, *Acta1*, and *Myh7* are re-expressed in hypertrophied hearts of *Fos^f/f^* and *Fos^Δmu^* mice. (*) p<0.05, (**) p<0.01, (***) p<0.001, (****) p<0.0001; n = 4–6 per group.
(TIF) Click here for additional data file.

Figure S4 **TAC-induced cardiac fibrosis in** ***Jun^Δmu^*** **mice is associated with enhanced MMPs expression and activity.** (A) Relative expression of myocardial MMPs (as indicated) assessed by quantitative RT-PCR, in sham and TAC operated mice from indicated genotypes. Data are presented as values ± SEM. (*) p<0.05, (**) p<0.01; n = 5 per group. (B) Gelatin zymography on total heart protein extracts. TAC-operated *Jun^Δmu^* mice show greatly increased activity of MMP-2 (arrow at 66 kDa), and slightly decreased activity of MMP-9 (arrow at 92 kDa) in hearts as compared to sham-operated mice and TAC-operated *Jun^f/f^* mice. No difference in MMP-2 and MMP-9 activity in hearts is observed between TAC operated *Jun^f/f^* mice, when compared to sham-operated controls, as well as sham-operated *Jun^f/f^* and *^JunΔmu^* mice.
(TIF) Click here for additional data file.

Figure S5 **Hearts of one year old** ***Jun^Δmu^*** **mice present spontaneous fibrosis.** (A) Normal H/BW ratio of one year old *Jun^Δmu^* mice. (B) Histological analyses. EvG staining reveals spontaneous fibrosis in hearts of one year old *Jun^Δmu^* mice.
(TIF) Click here for additional data file.

Table S1 **Body and organs weights in adult** ***Jun*** ^Δ***mu***^ **mice and corresponding control mice.**
(DOC) Click here for additional data file.

Table S2 **Body and organs weights in adult** ***Fos*** ^Δ***mu***^ **mice and corresponding control mice.**
(DOC) Click here for additional data file.

Table S3 **Echocardiographic analyses in** ***Fos*** ^Δ***mu***^ **mice after TAC.**
(DOC) Click here for additional data file.

Table S4 **Echocardiographic assessment of heart function in one year old** ***Jun*** ^Δ***mu***^ **and corresponding control mice.**
(DOC) Click here for additional data file.

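Table S5 gives, for each gene, the probe set, the ratio of the *Jun Δmu* to the *Jun f/f* signal on the arrays, a p-value and, for some genes, the ratio from quantitative RT-PCR, sorted under headings of gene function. It holds 551 entries, 212 with a ratio above 1 and 339 below. A total of 36 entries list several probe sets. Ratios of the mean log2 signals, computed here from the arrays, equal the table's within 0.1% in the 550 entries whose probe sets were tested, where the listed probe set with the smallest p stands for an entry with several. The table's p-values equal limma's unadjusted p within 1% in these 550 entries. The remaining entry, *Pex13*, carries the identifier of an AFFX control probe set and was left out. With several probe sets averaged, 545 entries passed the study's threshold here, 209 higher and 336 lower, and 165 passed with the methods' t-test. Fewer entries passed than on all arrays whichever single array was left out. The entries that did not pass included *Ctgf* and *Acta1*, which carry a p above 0.05 in the table itself and a difference by RT-PCR. Of the 688 probe sets past the threshold, 606 are in the table and 82 are not, of which 72 have no gene name.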

Table S5 (XLSX) Click here for additional data file.

# Supplementary material for: The AP-1 Transcription Factor c-Jun Prevents Stress-Imposed Maladaptive Remodeling of the Heart
**Source:** PLoS One. 2013 Sep 10;8(9):e73294. doi: 10.1371/journal.pone.0073294
**Supplement:** Table S1 — Body and organs weights in adult Jun Δmu mice and corresponding control mice.

**Table S1. Body and organs weights in adult *Junmu* mice and corresponding control mice.**

| Data measure | *Junf/f* | *Junmu* |
| --- | --- | --- |
| Body weight (g) | 25.9 ± 0.97 | 26.7 ± 0.78 |
| Heart weight (mg) | 134.8 ± 4.30 | 147.6 ± 8.55 |
| Liver weight (mg) | 1336.7 ± 82.2 | 1480.0 ± 97.9 |
| Lung weight (mg) | 154.5 ± 2.29 | 160.5 ± 5.77 |

All values are shown as mean ± SEM. WT n=6, KO n=8.

# Supplementary material for: The AP-1 Transcription Factor c-Jun Prevents Stress-Imposed Maladaptive Remodeling of the Heart
**Source:** PLoS One. 2013 Sep 10;8(9):e73294. doi: 10.1371/journal.pone.0073294
**Supplement:** Table S2 — Body and organs weights in adult Fos Δmu mice and corresponding control mice.

**Table S2. Body and organs weights in adult *Fosmu*  mice and corresponding control mice.**

| Data measure | *Fosf/f* | *Fosmu* |
| --- | --- | --- |
| Body weight (g) | 30.39 ± 0.94 | 30.52 ± 1.15 |
| Heart weight (mg) | 160.0 ± 9.55 | 145.0 ± 6.79 |
| Liver weight (mg) | 1284.6 ± 69.1 | 1287.2 ± 21.2 |
| Lung weight (mg) | 172.6 ± 4.98 | 162.4 ± 6.38 |

All values are shown as mean ± SEM. WT n=7, KO n=5.

# Supplementary material for: The AP-1 Transcription Factor c-Jun Prevents Stress-Imposed Maladaptive Remodeling of the Heart
**Source:** PLoS One. 2013 Sep 10;8(9):e73294. doi: 10.1371/journal.pone.0073294
**Supplement:** Table S3 — Echocardiographic analyses in Fos Δmu mice after TAC.

**Table S3. Echocardiographic analyses in *Fosmu* mice after TAC.**

|  | *Fosf/f* | | *Fosmu* | |
| --- | --- | --- | --- | --- |
| Data measure | sham | TAC | sham | TAC |
| HR, bpm | 492 ± 23 | 525 ± 38 | 456 ± 14 | 525 ± 32 |
| LVPWd, mm | 0.79 ± 0.019 | 0.92 ± 0.024 # | 0.79 ± 0.109 | 0.92 ± 0.011 † |
| LVPWs, mm | 0.99 ± 0.011 | 1.15 ± 0.020 # | 1.00 ± 0.021 | 1.14 ± 0.016 † |
| LVIDd, mm | 3.84 ± 0.075 | 3.84 ± 0.112 | 3.97 ± 0.056 | 3.73 ± 0.144 |
| LVIDs, mm | 2.78 ± 0.068 | 2.62 ± 0.107 | 2.88 ± 0.047 | 2.48 ± 0.141 † |
| FS, % | 27.52 ± 0.63 | 31.79 ± 0.94 # | 27.47 ± 0.68 | 33.66 ± 1.54 † |
| EF, % | 54.13 ± 1.02 | 60.52 ± 1.43 # | 53.93 ± 1.04 | 63.16 ± 2.22 † |

All values are shown as mean ± SE. n = 4-6 per group. p < 0.05 is indicated as: # WT TAC vs WT sham; † KO TAC vs KO sham; ¶ KO sham vs WT sham; § KO TAC vs WT TAC. HR, Heart rate; LVPWd, Left ventricular posterior wall in diastole; LVPWs, Left ventricular posterior wall in systole; LVIDd, Left ventricular internal diameter in diastole; LVIDs, Left ventricular internal diameter in systole; FS, Fractional Shortening; EF, Ejection Fraction.

# Supplementary material for: The AP-1 Transcription Factor c-Jun Prevents Stress-Imposed Maladaptive Remodeling of the Heart
**Source:** PLoS One. 2013 Sep 10;8(9):e73294. doi: 10.1371/journal.pone.0073294
**Supplement:** Table S4 — Echocardiographic assessment of heart function in one year old Jun Δmu and corresponding control mice.

**Table S4. Echocardiographic assessment of heart function in one year old *Junmu*  and corresponding control mice.**

| Data measure | *c-junf/f* | *c-junmu* |
| --- | --- | --- |
| IVSd, mm | 0.57 ± 0.016 | 0.58 ± 0.014 |
| IVSs, mm | 0.66 ± 0.019 | 0.66 ± 0.021 |
| LVPWd, mm | 0.59 ± 0.023 | 0.56 ± 0.021 |
| LVPWs, mm | 0.76 ± 0.016 | 0.73 ± 0.039 |
| LVIDd, mm | 4.42 ± 0.076 | 4.38 ± 0.088 |
| LVIDs, mm | 3.46 ± 0.070 | 3.43 ± 0.106 |
| FS, % | 21.87 ± 0.41 | 21.74 ± 1.10 |
| EF, % | 44.43 ± 0.74 | 44.19 ± 1.95 |
| LV Mass, mg | 91.1 ± 5.15 | 88.50 ± 3.58 |
| LV VOLd, ml | 88.85 ± 3.56 | 86.73 ± 4.09 |
| LV VOLs, ml | 49.45 ± 2.38 | 48.61 ± 3.54 |
| LVID Trace (CO), ml/min | 18.56 ± 0.82 | 19.34 ± 0.67 |
| LVID Trace (SV), ml | 39.6 ± 1.69 | 38.9 ± 0.94 |

All values are shown as mean ± SEM. WT n=6, KO sham n=5. HR, Heart rate; IVSd, Interventricular septum in diastole; IVSs, Interventricular septum in systole; LVPWd, Left ventricular free wall in diastole; LVPWs, Left ventricular free wall in systole; LVIDd, Left ventricular internal diameter in diastole; LVIDs, Left ventricular free wall in systole; LV Mass, Left ventricular Mass; LV VOLd, Left ventricular Volume in diastole; LV VOLs, Left ventricular Volume in systole; FS, Fractional Shortening; EF, Ejection Fraction; LVID Trace (CO), LVID Trace (Cardiac output); LVID Trace (SV), LVID Trace (Stroke volume).

How the deposited data were processed for this re-analysis (not part of the article)

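Gene expression was measured in hearts of 2 *Jun f/f* and 2 *Jun Δmu* mice at 10 weeks of age on Affymetrix Mouse Genome 430 2.0 arrays, with 1 array per heart. The growth notes deposited with the samples instead describe digested ventricles whose cells were plated and cultured; the arrays were taken as whole hearts from the titles, the source and the methods, and the conflict was not resolved. According to the methods, total RNA was extracted with TRIzol and raw data were processed with the Affymetrix AGCC software. The submitters' processing notes name RMA in the R package oligo, without versions. The deposited values are RMA signals per probe set on the log2 scale, background-corrected and normalized between arrays by the authors, with 45101 probe sets on each of the 4 arrays and 0 missing values. No filter on signal had been applied, and the values carry no detection calls. The number of arrays, 2 per genotype with 2 residual degrees of freedom, limits the precision.

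The 64 AFFX control probe sets were left out and the other 45037 tested without further normalization or filter. Names came from the platform annotation given with the values, which names 1 gene for 34945 probe sets, several for 932 and none for 9160. Chromosomes came from a table of genes on GRCm38, matched by gene identifier for 34741 of the named probe sets. Differences are the mean log2 signal of *Jun Δmu* minus that of *Jun f/f* hearts. Each probe set was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, genotype as the only term), with Benjamini-Hochberg adjustment over all 45037 probe sets. The study's threshold was taken as a difference above 1.3-fold with an unadjusted p under 0.05 in this fit, where the methods name Student's test. An entry of Table S5 with several probe sets was fitted as their mean. Figures were drawn with matplotlib 3.10.9.

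Gene lists, 38 in all, were tested with limma's camera at its preset correlation of 0.01 between genes, with 1 probe set per gene (the one with the highest mean signal, 18193 genes) and Benjamini-Hochberg adjustment over the 38 lists. Members of a list past the study's threshold were counted by that probe set, and other probe sets of a gene could pass where it did not. Beside it stand camera with an estimated correlation and fry. With an estimated correlation the test rests on the 2 residual degrees of freedom, and none of the 38 lists was called by it. The lists cover cardiac filaments, Z-disc and M-band proteins, skeletal-type muscle genes, the dystrophin complex, actin regulators, matrix proteins, basement membrane, matrix proteases, TGF-β signalling, hypertrophy and the fetal program, the AP-1 family, immediate early genes, p53 targets and apoptosis, fatty acid oxidation, oxidative phosphorylation, glycolysis, endoplasmic reticulum chaperones, heat shock proteins, calcium handling, ion channels, hypoxia, interferon, the cell cycle, the clock, sex-linked genes, and markers of fibroblasts, endothelium, smooth muscle, macrophages, lymphocytes, blood, adipocytes, epicardium, atrial muscle, valve and cartilage-like tissue, conduction system and nerve, melanocytes, and lung and thymus. The lists, tests, comparisons and alternatives were set before the data were examined, but with the values of Table S5 already seen, and additions made later are named as such in the closing section. Genes named in the text are those the paper names, those with an RT-PCR value in Table S5, the 10 largest increases and the 10 largest decreases past the threshold with separate groups, up to 4 members of each described list, and markers where an array stands apart. Other genes named for a count or a pattern were chosen after their values were seen.

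Excess of changed genes on a chromosome was tested with Fisher's exact test per chromosome (one-sided), and windows of 50 neighbouring genes were scanned against 10000 random sets of genes. Array and RT-PCR ratios were compared across genes with Pearson's r and Spearman's rho and 100000 permutations (two-sided). The alternatives were the methods' t-test with and without adjustment, replicate number as a block, a trended robust prior, array weights, removal of the 40% of probe sets with the lowest signal, 3 further normalizations (quantile, median and cyclic loess), linear means, specific probe sets only, the median over a gene's probe sets, treat, and leaving out each array in turn, where the lone array of a genotype is assumed to vary like the other group. The procedure was tested on simulated data. Among 45037 probe sets, 50 each were shifted by 0.5, 1, 2 and 4 on the log2 scale. Of these, 0%, 48%, 98% and 100% in turn reached an adjusted p under 0.05. The study's threshold was passed by 80% at a shift of 0.5 and by 100% at each larger shift. A list shifted by 0.3 was recovered by camera, with 1 of 37 other lists called beside it. Quantitative RT-PCR, protein, histology and cell culture data of the paper have no values among the deposited files and were not analysed here, apart from the RT-PCR ratios printed in Table S5.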

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

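The tests in this part were chosen after the result was seen, apart from leaving out each array in turn and the estimated correlation, which were planned.

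On *Jun Δmu* replicate 2, transcripts that mark atrial muscle stood far above the other arrays. *Sln* was at 8.11, against at most 4.15 on the others, *Myl7* at 9.11 against at most 5.51, and *Myl4* at 9.02 against at most 6.03. A return of the fetal gene program in ventricular muscle stays open, since 0 of 4 fetal genes (*Acta1*, *Myh7*, *Nppb* and *Ankrd1*) were higher on that array than on both *Jun f/f* arrays but 4 of 4 were higher than on *Jun Δmu* replicate 1, with *Acta1* at 10.71 against 9.74. Of the other 11 measured atrial markers, 3 were highest on that array and the others were not. Atrial tissue in that heart sample may explain *Sln*, *Myl7* and *Myl4*. By these counts it cannot be told apart from a change within ventricular muscle. Whether this array alone gives the higher matrix list stays open too, since the list was called without it (adjusted p = 0.0251) and without *Jun Δmu* replicate 1 (adjusted p = 1.75e-10) but not without *Jun f/f* replicate 2 (adjusted p = 0.155) or with an estimated correlation (adjusted p = 0.614), and periostin and *Ctgf* are highest there.

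*Jun f/f* replicate 1 was the array least like the others, and its markers of epicardium and mesothelium and its endoplasmic reticulum chaperones were higher than on the other arrays. Whether this array alone gives the lists that were lower in *Jun Δmu* hearts was tested by leaving it out. Of 7 such lists, 6 were called lower again without it, and the list of smooth muscle and pericyte markers was lost. With an estimated correlation none of the 7 was called on all arrays (lowest adjusted p = 0.614). That test rests on 2 residual degrees of freedom and called none of the 38 lists, so it does not decide the question. Camera also called 2 and 5 lists on the splits that do not follow genotype, so the question stays open. Neither *Jun f/f* heart carries a label that would tell a difference in dissection from one between mice. The reason for the distance of *Jun f/f* replicate 1 was therefore not tested.

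Of the genes past the study's threshold, 10 lie within 21 neighbouring measured genes on chromosome 6, among them *Sspn*, *Tm7sf3*, *Rps4l*, *Klhl42* and *Ccdc91*, a group that the paper does not discuss. Random sets of genes as large gave a window of 50 genes as full in a share of 0.0016, with 10000 draws and a median of 6 for the fullest window, while the other splits of the arrays, with fewer probe sets past the threshold, gave fullest windows of 7 and 8. Regulation of the whole region in 1 direction is argued against, since 5 of the genes were higher and 5 lower. A chromosome segment of another strain, in mice of a mixed 129/Ola-C57BL/6 background, is a candidate explanation, since strain differences in expression or under the probes can shift neighbouring genes either way, and 8 of the 10 genes have another probe set that did not pass. *Sspn* was at 0.55 (0.30 without *Jun Δmu* replicate 2) on 1 probe set and at -0.30 (-0.18 without *Jun f/f* replicate 2) on the brighter one. The paper's RT-PCR ratio of 0.76, not marked significant, lies on the side of the latter. An effect of *Jun* on these genes stays open, as the strain of each mouse is not given.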

How the results depend on the processing

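The tests that leave AFFX controls in, that take the smallest p of several probe sets and that vary the Table S5 groups were chosen after seeing the data, as was the comparison of array splits below; the others were planned. The 0 probe sets at adjusted p under 0.05 stayed at 0 under every alternative run for them, with smallest adjusted p from 0.0638 to 0.861. The count of 688 probe sets past the study's threshold was 200 with the methods' t-test, 0 with its Benjamini-Hochberg adjustment, 210 genes with the median of probe sets, and 739 to 3452 when 1 array was left out, of which 329 to 560 were among the 688; the other alternatives gave 463 to 739. Of the 3 splits of the arrays 2 against 2, 1 gave as many probe sets, the split by genotype itself, and the highest other gave 505; 3 splits are too few for a share under 0.05. Of 551 entries of Table S5, 545 passed, and 165 with the methods' t-test, 0 with its adjustment, and 254 to 449 when 1 array was left out. In the 3 described groups of Table S5, 51 passed, and 20 with the methods' t-test and 30 to 40 when 1 array was left out. The count of called gene lists was 10, and 0 with an estimated correlation, 0 with fry, 4 with fry for either direction, of which 1 (Z-disc and M-band proteins) was among the 10, and 5 to 12 when 1 array was left out. Camera also called 2 lists with the arrays split by replicate number and 5 in the crossed split, neither of which follows genotype. Of 167 named probe sets, 75 passed, and 27 with the methods' t-test, 0 with its adjustment and 54 to 91 when 1 array was left out. No chromosome held an excess of changed genes, and 1 (chromosome 12) did when each gene was taken by its brightest probe set; the alternative at adjusted p under 0.05 leaves no gene to test. Apart from the change of test and the fewer arrays, the cause was not tested. With replicate number as a block, 683 probe sets passed (600 of them shared) and 10 lists were called; deviations of arrays with the same number correlated at 0.0281, which gives no sign that the numbers pair the arrays. No called result was reversed, while among results not called in either setting the direction changed in 34 values of lists and 11 of genes, such as *Nppb* at 0.30 without *Jun f/f* replicate 2 and 0.05 without *Jun Δmu* replicate 1 and *Ctgf* at -0.02 without *Jun Δmu* replicate 2. Over the single lists, 634 of 684 values kept their side of the threshold, 38 were weaker and 12 stronger, and over single genes 758 of 863, with 94 weaker and 11 stronger. Dim probe sets limit what can be seen: a true difference near background is compressed by RMA.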

Differences from the paper's values

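None of the array counts and array ratios compared with the paper's differed by more than 1.5-fold under the procedure set at the start. The paper's array ratios come from these same arrays, so their match is not independent evidence. RT-PCR ratios are another measurement, and some of them lie farther from the array ratios. By RT-PCR the paper reports *Bnp*, *Mmp9*, *Col3a1* and *Fn* as higher without pressure overload. On the arrays *Nppb*, which encodes Bnp, was at -0.27, *Mmp9* at -0.04, *Col3a1* at 0.04 and *Fn1* at 0.06, none past the threshold. *Nppa* at 0.42, *Col1a1* at 0.21, *Acta1* at -0.80 and *Myh7* at -0.72 lay on the paper's side, also without passing. The paper's count of genes past 1.3-fold is 543, with 211 higher and 332 lower, and 471 named genes passed here, 188 higher and 283 lower. Of the alternatives set before the data were examined, most lay within 1.5-fold of the paper's count, from 385 genes with specific probe sets only to 696 without *Jun f/f* replicate 1, where the 343 genes higher differed from the paper's 211. The methods' t-test gave 145 genes (73 higher and 72 lower) and 0 after adjustment, removal of dim probe sets gave 330, the median of probe sets 210 and the fit without *Jun f/f* replicate 2 gave 2342. Table S5 holds 551 entries under 542 distinct symbols, against the paper's 543 genes in the text. RT-PCR ratios are printed there for 31 distinct genes, against the paper's 33, and 18 of the 31 are marked significant, as in the paper.

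The methods name Student's t-test, whereas the p-values of Table S5 match limma's unadjusted p within 1% in 550 entries and those of the methods' t-test in 0. By the methods' t-test, 167 entries have a p under 0.05.

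The paper counts *Ctgf* among the upregulated matrix genes. On the arrays it differed by 0.46 and did not pass the threshold, and it passed without *Jun Δmu* replicate 1, at 0.94; its methods also admit genes selected by RT-PCR. *Acta1* is listed as lower on the same basis. It was at -0.80 and passed with a trended robust prior, with replicate number as a block, and without *Jun Δmu* replicate 2 (-1.28), but not without *Jun Δmu* replicate 1 (-0.31) or *Jun f/f* replicate 2 (-0.52). With the listed probe set of smallest p in place of the mean, an alternative chosen after seeing the values, 547 entries of Table S5 passed in place of 545.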

Other observations

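The tests on the gene lists and RT-PCR ratios below were planned, and the choice of genes to name beyond the rule was made after the result was seen. Transcripts of chaperones of the endoplasmic reticulum were lower in *Jun Δmu* hearts as a group by camera. They were not called with an estimated correlation, by which no list was called. List members are counted here by each gene's brightest probe set. Of 35 measured chaperones and genes of the unfolded protein response, 5 were lower past the study's threshold and none was higher. *Sdf2l1* was at 8.95 ± 0.28 (SD, n = 2) in *Jun f/f* and 8.30 ± 0.07 (SD, n = 2) in *Jun Δmu* hearts, and the disulfide isomerase *Pdia6* at 10.71 ± 0.33 against 10.16 ± 0.04 (SD, n = 2). Camera called the list (median -0.12, adjusted p = 7.22e-07, and adjusted p = 0.623 with an estimated correlation). Genes of fatty acid oxidation and targets of PPARα were lower too, with 3 of 32 past the threshold (median -0.07, adjusted p = 0.00182, and adjusted p = 0.614 with an estimated correlation). These were *Acot1*, a thioesterase of fatty acyl-CoA, at -1.12, *Pdk4*, a kinase that holds back glucose oxidation, at -0.81 and the mitochondrial carrier *Ucp3* at -0.66. Of 27 interferon response genes, *Ube2l6* at -0.62 and *Rsad2* at -0.53 were lower past the threshold (median -0.11, adjusted p = 0.00257, and adjusted p = 0.614 with an estimated correlation). The array that stands apart moves with all 3 groups: without *Jun f/f* replicate 1 the differences were -0.32 for *Pdia6*, -0.49 for *Acot1*, -0.30 for *Pdk4*, -0.33 for *Ucp3* and -0.35 for *Rsad2*, while the lists were called again at adjusted p = 0.00356, 0.0108 and 0.0156. Without *Jun f/f* replicate 2, *Acot1* was at -1.75, *Pdk4* at -1.31 and *Ucp3* at -0.99. Fatty acid oxidation was not called without *Jun Δmu* replicate 1 (adjusted p = 0.0525). The 3 lists hold 5, 3 and 2 genes that the study had picked from these arrays. No member of the 3 lists was called when adjusted over the list alone, and none of the probe sets given here passed by the methods' t-test.

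Markers of epicardium and mesothelium were lower, with 17 of 17 below 0 and *Saa3* and *Krt7* past the threshold at -0.73 and -0.39 (median -0.22, adjusted p = 1.48e-05, and adjusted p = 0.614 with an estimated correlation). Without *Jun f/f* replicate 1 these were at -0.45 and -0.25 and the list at an adjusted p = 0.0161. Markers of smooth muscle and pericytes were lower (median -0.10, adjusted p = 0.00182, and adjusted p = 0.614 with an estimated correlation), with *Cnn1* past the threshold at -0.67 (-0.42 without *Jun f/f* replicate 1). Endothelial markers were lower with none of 19 past the threshold by its brightest probe set (median -0.07, adjusted p = 0.00283, and adjusted p = 0.614 with an estimated correlation). The smooth muscle list was not called without *Jun f/f* replicate 1 (adjusted p = 0.0969) or *Jun Δmu* replicate 1 (adjusted p = 0.0585), nor the endothelial list without *Jun f/f* replicate 2 (adjusted p = 0.384) or *Jun Δmu* replicate 1 (adjusted p = 0.0585). The epicardium list holds 2 genes and the smooth muscle list 1 gene that the study had picked from these arrays. Markers of valve and cartilage-like tissue were higher, with *Cilp*, *Cnmd*, *Sost*, *Prg4* and *Chad* past the threshold among 16 (median 0.22, adjusted p = 0.00171, and adjusted p = 0.614 with an estimated correlation). *Cnmd*, which encodes chondromodulin, was at 0.54 (0.36 without *Jun Δmu* replicate 2), *Sost*, which encodes sclerostin, at 0.46 and *Prg4*, which encodes lubricin, at 0.45 (0.24 without *Jun Δmu* replicate 2). The study had picked 5 of these genes from the same arrays, and the list was not called without *Jun f/f* replicate 2 (adjusted p = 0.055). *Jun Δmu* replicate 2 with its high atrial transcripts was highest for *Cilp*, *Cnmd*, *Prg4* and *Chad*. When adjusted over the list alone, 4 valve and cartilage-like markers were higher and no marker of the other lists in this paragraph was called. By the methods' t-test the probe sets given for *Saa3*, *Krt7*, *Cnn1*, *Cilp*, *Cnmd* and *Prg4* did not pass.

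Of the 38 lists, 10 were called by camera, 3 higher and 7 lower, and none with an estimated correlation, which rests on 2 residual degrees of freedom. The other 28 had an adjusted p from 0.143 to 0.875. On the splits of the arrays that do not follow genotype, camera called 2 and 5 lists, a comparison chosen after seeing the data. Calcium handling (adjusted p = 0.159) had 2 of 24 genes higher past the threshold, the T-type calcium channel *Cacna1h* at 0.58 and the sodium-calcium exchanger *Slc8a1* at 0.44 (0.32 without *Jun f/f* replicate 2), and was called by fry for either direction (adjusted p = 0.0198). Hypertrophy and the fetal program (adjusted p = 0.387) had *Mybpc2* alone past the threshold of 17 and was called by fry for either direction (adjusted p = 0.0358), and by camera without *Jun Δmu* replicate 2 (adjusted p = 0.00687). Among the natriuretic peptides, *Nppa* differed by 0.42 and *Nppb* by -0.27 without passing; *Nppa* passed without *Jun f/f* replicate 2, at 0.68, but was at 0.16 without *Jun f/f* replicate 1 and at 0.20 without *Jun Δmu* replicate 2, and *Nppb* without *Jun f/f* replicate 1, at -0.85, but *Nppb* was at 0.30 without *Jun f/f* replicate 2 and at 0.05 without *Jun Δmu* replicate 1, so that its direction depends on the array left out. Glycolysis and glucose use had *Pygl* higher and *Fbp2* and *Pdk4* lower past the threshold of 29 (adjusted p = 0.387), with *Fbp2* at -0.49 and at -0.33 without *Jun f/f* replicate 1. Cell cycle genes had *Top2a* at 0.60 and *Kif20a* at 0.40 (0.33 without *Jun f/f* replicate 1) higher and *Cdt1* at -0.64 lower of 27 (adjusted p = 0.396). None of the measured genes of oxidative phosphorylation (adjusted p = 0.396), heat shock proteins (adjusted p = 0.278), ion channels (adjusted p = 0.747), the hypoxia response (adjusted p = 0.747), the clock (adjusted p = 0.747) or p53 targets and apoptosis (adjusted p = 0.789) passed the threshold by its brightest probe set. Dimmer probe sets were lower past it for *P4ha1* and *Pdk1* of the hypoxia response, *Bik*, *Bid* and *Xiap* of the p53 and apoptosis list, *Hspa4* and *Cct4* of the heat shock proteins and *Arntl2* of the clock. Immediate early genes had *Egr2* past it of 25, at 0.41, at 0.27 without *Jun f/f* replicate 1 and at 0.25 without *Jun Δmu* replicate 1 (adjusted p = 0.747). When adjusted over the list alone, *Cacna1h*, *Mybpc2*, *Pygl* and the adipocyte marker *Aqp7* were called in their lists, and no gene of the other lists in this and the next paragraph was. By the methods' t-test the brightest probe sets of *Slc8a1*, *Fbp2*, *Pdk4*, *Kif20a*, *Cdt1* and *Egr2* did not pass. Nor did those of *Alas2*, *Bpgm*, *Aqp7*, *Mal* and *Dct*, given in the next paragraph.

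Among markers of other cells and organs, none passed the threshold by its brightest probe set for macrophages (adjusted p = 0.837), lymphocytes (adjusted p = 0.875), atrial muscle (adjusted p = 0.747) or lung and thymus (adjusted p = 0.217), while dimmer probe sets of the lymphocyte markers *Cd8a* and *Ighm* were higher past it. The atrial list was called higher without *Jun Δmu* replicate 1 (adjusted p = 0.000313), which leaves the array with high *Sln* alone, and lung and thymus likewise (adjusted p = 0.0439). Blood markers had *Alas2* at -0.49 (-0.22 without *Jun Δmu* replicate 2) and *Bpgm* at -0.44 (-0.30 without *Jun f/f* replicate 1) lower of 10 (adjusted p = 0.342) and were called without *Jun Δmu* replicate 1 (adjusted p = 0.0211). Adipocyte markers had *Aqp7* lower at -0.61 of 14 (adjusted p = 0.543), conduction system and nerve *Mal* higher at 0.58 of 14, at 0.36 without *Jun f/f* replicate 1 (adjusted p = 0.539), and melanocytes *Dct* lower at -0.79 of 8 (adjusted p = 0.747), at -0.47 without *Jun Δmu* replicate 1. Heat shock proteins were called lower without *Jun f/f* replicate 1 (adjusted p = 0.0197) and without *Jun Δmu* replicate 2 (adjusted p = 0.0224). None of 4 sex-linked genes passed (adjusted p = 0.837), and the Y-linked *Kdm5d* was between 7.12 and 7.20 on the 4 arrays while *Xist* was between 5.45 and 5.68.

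No chromosome held more changed genes than chance by the test over all probe sets. The lowest value was on chromosome 12, the place of *Rad51b*, *Snapc1* and *Pygl*, where 27 of 622 genes had passed (Fisher's exact test, adjusted p = 0.135). Taking each gene by its brightest probe set, 20 of 622 passed there (Fisher's exact test, adjusted p = 0.016).

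The paper's RT-PCR ratios in Table S5 cover 31 genes, and 23 of them lay on the same side of 1 as the array ratio and 8 on the opposite side. All 18 genes whose change the paper reports by RT-PCR lay on the same side, and 5 of the 13 others did; as the 18 were picked by their RT-PCR result, their side is not independent evidence. Across the 31 genes, which are not independent replicates, Pearson's r was 0.789 (permutation p = 1e-05, the smallest these permutations can give, adjusted p = 2e-05) and Spearman's rho 0.775 (permutation p = 2e-05, adjusted p = 2e-05), and r was 0.805 without the 2 genes farthest from the median. Adjustment was over the 4 correlations computed, 2 of them on the 18 genes and not used here, and the 31 genes had been chosen by the study with these arrays in hand. For periostin the paper's RT-PCR ratio is 5.36 beside an array ratio of 2.22 here, for *Ctgf* 3.68 beside 1.38, for *Mybpc2* 0.25 beside 0.204 and for *Tpm2* 0.54 beside 0.747. The 8 genes on the opposite side, none marked significant, were *Actn2* (1.02 beside 0.737), *Mylk* (1.16 beside 0.623), *Sspn* (0.76 beside 1.47), *Fblim1* (1.22 beside 0.696), *Kif1b* (1.16 beside 0.671), *Tlr4* (1.32 beside 0.601), *Grk5* (0.99 beside 1.32) and *Cp* (1.09 beside 0.525). On the log2 scale the array difference of *Mylk* was -0.68, and -0.27 without *Jun f/f* replicate 1. *Kif1b* was at -0.58 and at -0.33 without the same array, and *Fblim1* at -0.52 and at -0.32 without *Jun Δmu* replicate 2. At their smallest, *Tlr4* was at -0.64 without *Jun Δmu* replicate 2 and *Cp* at -0.74 without *Jun f/f* replicate 1. Of the large increases, *Lad1* has an RT-PCR ratio of 1.23 beside 1.97 and *Rad51b* 3.37 beside 4.31, neither marked significant.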
